# Temporal profiling of redox-dependent heterogeneity in single cells

**DOI:** 10.7554/eLife.37623

**Published:** 2018-06-05

**Authors:** Meytal Radzinski, Rosi Fassler, Ohad Yogev, William Breuer, Nadav Shai, Jenia Gutin, Sidra Ilyas, Yifat Geffen, Sabina Tsytkin-Kirschenzweig, Yaakov Nahmias, Tommer Ravid, Nir Friedman, Maya Schuldiner, Dana Reichmann

**Keywords:** redox sensors, redox biology, yeast, roGFP, *S. cerevisiae*

## Abstract

Cellular redox status affects diverse cellular functions, including proliferation, protein homeostasis, and aging. Thus, individual differences in redox status can give rise to distinct sub-populations even among cells with identical genetic backgrounds. Here, we have created a novel methodology to track redox status at single cell resolution using the redox-sensitive probe Grx1-roGFP2. Our method allows identification and sorting of sub-populations with different oxidation levels in either the cytosol, mitochondria or peroxisomes. Using this approach, we defined a redox-dependent heterogeneity of yeast cells and characterized growth, as well as proteomic and transcriptomic profiles of distinctive redox subpopulations. We report that, starting in late logarithmic growth, cells of the same age have a bi-modal distribution of oxidation status. A comparative proteomic analysis between these populations identified three key proteins, Hsp30, Dhh1, and Pnc1, which affect basal oxidation levels and may serve as first line of defense proteins in redox homeostasis.

## Introduction

Cellular redox status has long been known to play a role in aging and cell functions, with increasing evidence linking aging-related diseases to changes in oxidation levels in a variety of organisms (Bhat et al., 2017; Niedzielska et al., 2016; Paiva and Bozza, 2014). Oxidative stress has been found to correlate with the generation of reactive oxygen species (ROS), protein aggregation, and apoptosis (Madeo et al., 1999; Squier, 2001), as well as a number of other physiological changes that ultimately occur in a heterogenic manner.

A series of useful probes developed in recent years have enabled assessment of redox changes within the cell (Banach-Latapy et al., 2014; Lukyanov and Belousov, 2014; Meyer and Dick, 2010). These are applicable in multiple organisms and can be targeted to sub-cellular compartments to report changes within specific organelles. While some of the probes are non-optical or luminescence-based, the majority are fluorescence-based, meant to identify changes in either signaling and regulatory oxidants, or redox homeostasis related redox couples such as glutathione (GSH/GSSG). One prominent redox sensor is the redox-sensitive GFP variant (roGFP) fused to human Glutaredoxin 1 (Grx1) known as Grx1-roGFP2 which senses the glutathione redox potential, with additional variants targeting it to organelles such as the mitochondria or peroxisome. Other roGFP-based sensors specifically monitor changes in hydrogen peroxide (H_2_O_2_) levels, through use of thioredoxin peroxidases fused to roGFP molecules. These and other similar probes have been used to conduct real-time measurements of redox potentials in bacteria (van der Heijden and Finlay, 2015), *C. elegans* (Braeckman et al., 2016), plant (Meyer et al., 2007), and mammalian cells (Dooley et al., 2004), by monitoring differences in oxidative status under a range of diverse conditions.

Detection of roGFP redox-dependent fluorescence has generally been based either on imaging individual cells by microscopy, or by measuring the total fluorescence signals of cells in suspension by using plate readers. However, neither approach enables high spatiotemporal resolution in widescale tracking of cell to cell diversity, nor subsequent isolation of cells based on their redox status.

Over the last decade, numerous studies have pointed to the fact that populations of genetically identical cells are heterogeneous in their protein and gene expression (Elowitz et al., 2002; Maamar et al., 2007), exhibiting an array of differences in cellular behavior and in varying abilities to respond to changing environments (Ackermann, 2015; Altschuler et al., 2010; Avery, 2006). This cell-to-cell variability is considered to be one of the crucial features in the evolution of new survival strategies in fluctuating environments (Altschuler et al., 2010), antibiotic treatment (Gefen and Balaban, 2009), pathogen progression (Avraham et al., 2015; Lieberman et al., 2014) and other processes. However, the cell-to-cell heterogeneity of redox status within a population of synchronized cells (i.e. cells that have a shared chronological age) with an identical genetic background has not yet been explored.

Here, we developed a highly sensitive methodology based on the Grx1-fused roGFP2 redox sensor that uses flow cytometry to measure the redox state of individual cells within a heterogeneous *Saccharomyces cerevisiae* (henceforth referred to as yeast) population during chronological aging. Sorting of the yeast cells based on their oxidation status allows us to define the phenotypic, proteomic and transcriptomic profiles associated with the redox state of genetically identical cells of similar chronological age. We show that the proteomic and transcriptomic profiles of reduced and oxidized cells differ within a yeast population, in addition to corresponding changes in growth and cellular division. Comparative proteomic analysis identified three key proteins: the chaperone Hsp30, the helicase Dhh1, and the nicotinamidase Pnc1, which affect basal oxidation levels and might serve as first line of defense proteins in glutathione-dependent redox homeostasis.

We also demonstrate that although the ratio between the oxidized and reduced yeast subpopulations changes during chronological aging, the major features, including the transcriptome and proteome, remain linked to the redox status through 72 hr. By using cell imaging, we further show that there is a threshold of oxidation, above which the cell cannot maintain redox homeostasis (according to the glutathione-based probe). Finally, microscopic observations of budding cells show that once a mother cell is close to or above this threshold, it passes the oxidized state onto the daughter cell, which starts its life from a high, inherited oxidation level.

## Results

### Flow cytometry based methodology provides a highly accurate way to monitor the subcellular redox status of individual yeast cells

Cellular redox status has been suggested to be correlated with cell function and longevity (Reverter-Branchat et al., 2004). Measurements of cellular oxidation levels tend to be based on a global assessment of protein oxidation and the cellular redox status of the entire cellular population (Kojer et al., 2012). Intrigued by the possible heterogeneity of wild type yeast cells’ oxidation levels, we developed a highly sensitive flow cytometry-based methodology to monitor and quantify the cellular redox status and sort out subpopulations of cells based on their oxidation levels.

To do so, we utilized the redox sensitive GFP variant Grx1-roGFP2 (Figure 1A) (Morgan et al., 2011), which has a characteristic fluorescence according to a redox-dependent conformational change (Hanson et al., 2004) that leads to an alternating peak intensity at 405 and 488 nm. In order to verify Grx1-roGFP2 expression patterns in our yeast cells, we measured the fluorescence spectrum of cells between 360 and 495 nm, following emission at 535 nm using plate reader analysis, under either oxidizing or reducing conditions (Figure 1B). In agreement with previous studies, we identified the alternating peak pattern at 405 and 488 nm (Hanson et al., 2004), which indicates the differences in ratio between 405 and 488 nm under oxidizing or reducing conditions.

**Figure 1.**
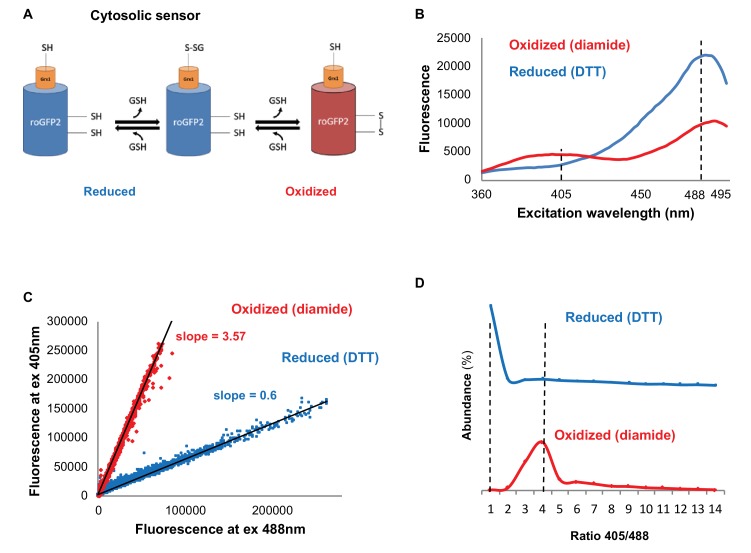
Monitoring subcellular redox levels in yeast cells using the Grx1-roGFP2 variants and flow cytometry. (**A**) Schematic of the Grx1-roGFP2 variant used in this study to monitor oxidation in the cytosol. Cellular GSSG reacts with the catalytic residues of the fused Grx1 which leads to oxidation of the modified GFP protein. (**B**) Fluorescence excitation spectra of Grx1-roGFP2 in fully reduced (blue) and fully oxidized (red) yeast cells. Emission followed at 510 nm. (**C–D**) Quantification of redox status of fully reduced (blue) and fully oxidized (red) cells using FACS. (**C**) Fluorescence of Grx1-roGFP2 at 510 nm obtained using excitation by 405mn and 488 nm lasers. (**D**) Distribution of the 405/488 nm ratios among fully reduced and fully oxidized cells.

**Figure 1—figure supplement 1.**
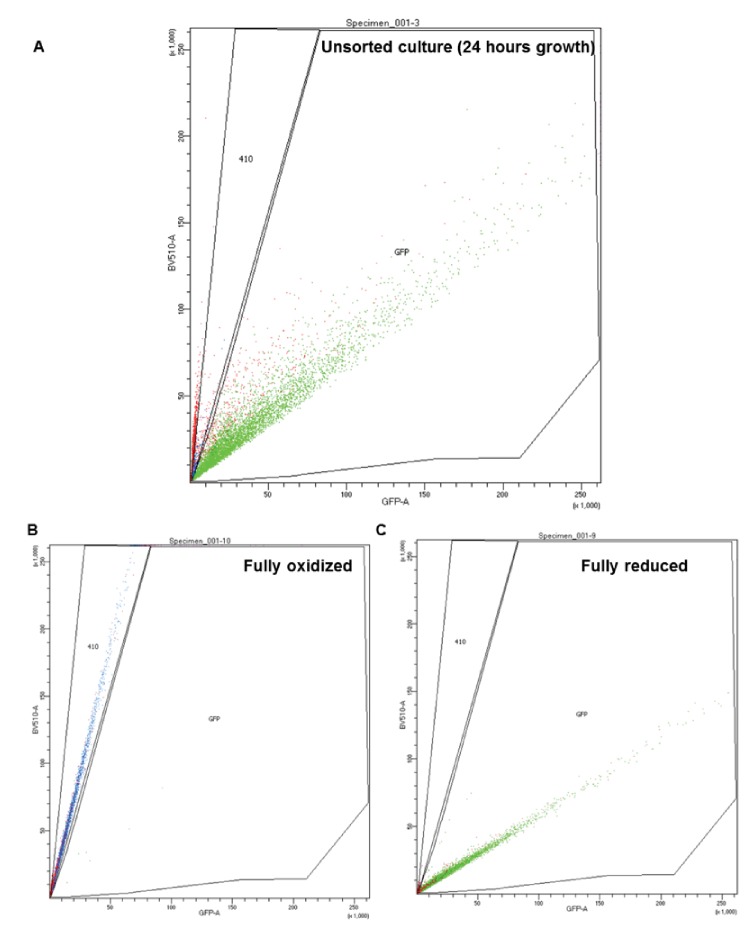
Representation of FACS subpopulation gates. (**A**) Representative data of an unsorted sample after 24 hr growth, plotted by the ratio between excitation at 405 and 488 nm (y and x axis, respectively). ‘GFP’ corresponds with the ‘reduced’ gate, while ‘410’ corresponds with the oxidized. (**B–C**) Representative data of a fully oxidized or reduced sample (respectively).

**Figure 1—figure supplement 2.**
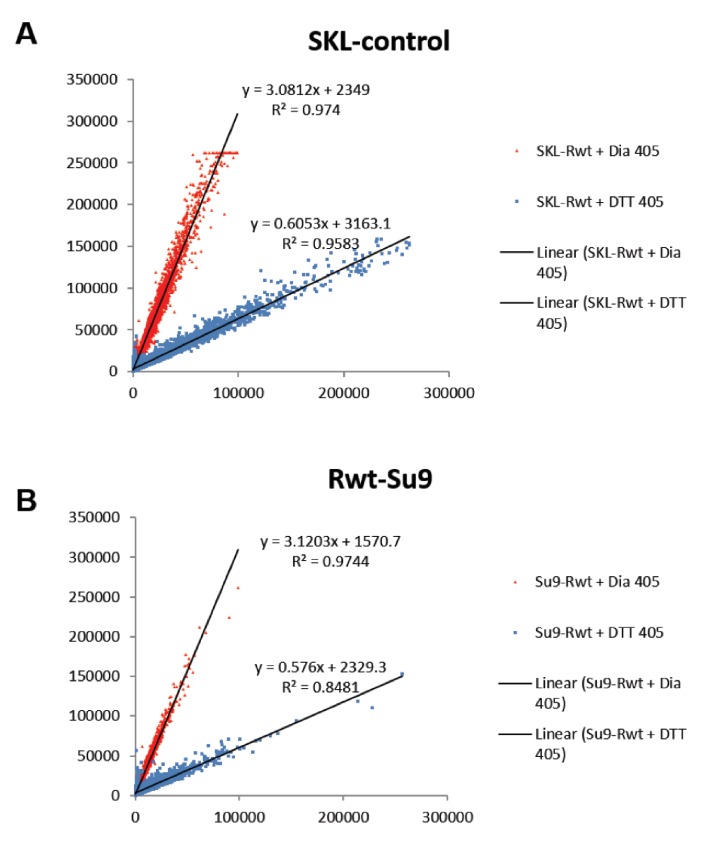
Linear characterization of (**A**) peroxisomal and (**B**) mitochondrial ‘oxidation gate’. Quantification of the redox status of fully reduced (blue) and fully oxidized (red) cells using FACS, using the peroxisomal and mitochondrial sensors.

To dissect cell-to-cell variation, we applied flow cytometry to quantify the ratiometric fluorescence intensity of individual cells in a population at 405 and 488 nm. First, we determined the degree of probe oxidation expressed in cells by measuring the differential Grx1-roGFP2 fluorescence under oxidative and reducing conditions (15 min treatment with 8 mM Diamide and 40 mM DTT, respectively) (Figure 1C,D), noting that the alternating peak pattern at 405 and 488 nm reflects a modestly different ratio than that identified using a plate reader (Figure 1B) rooted in the differences between the instruments (i.e. sensitivity), mode of measurement and live-cell diversity. To focus on living cells within a wild type (BY4741), untreated population, we gated out the dead cells and identified Grx1-roGFP2 negative cells, leaving only cells that had a fluorescence intensity at both 405 and 488 nm. The advantage of using the ratiometric approach is that the outcome does not depend on probe expression, which can vary with age and/or treatments. The 405/488 nm ratios of reduced and oxidized cells were significantly different and could be characterized using linear fits with a slope of 3.57 for oxidized and 0.6 for reduced cells (the correlation coefficients (R^2^) were 0.99 and 0.97 for oxidized and reduced cells, respectively) (Figure 1C,D). This approach enabled us to quantitatively determine a normalized value (OxD) which ranges from 0 (reduced) to 1 (oxidized), as described in the Materials and methods section, and to apply it to the quantification of the relative redox status of the cells.

The discrete difference between the oxidized and reduced states enabled us to create gates for oxidized and reduced cells (Figure 1—figure supplement 1), such that we could sort and characterize yeast subpopulations according to their redox status. This approach was also applied to organelle-specific redox sensors, such as the mitochondrial Grx1-roGFP2-Su9 (Kojer et al., 2012) and the peroxisomal Grx1-roGFP2-SKL (Elbaz-Alon et al., 2014), revealing a similar redox sensitivity (Figure 1—figure supplement 2).

### Defining redox-dependent heterogeneity in a chronologically aging population

The association between chronological aging and cellular oxidation has been explored in previous studies, with research indicating that older cells in a culture undergo changes in their cellular redox status (Herker et al., 2004; Brandes et al., 2013). To examine the ability of our flowcytometry-based method to monitor the age-related oxidation in yeast cells, we first used the cytosolic Grx1-roGFP2 redox sensor to evaluate the average glutathione-dependent cellular redox changes of the wild type yeast strain over four days of growth in standard medium enriched with casein digest under aerobic conditions (as described in Materials and methods). As expected, cellular oxidation increased with chronological age (Figure 2A). Interestingly, when using the mitochondrial matrix sensor (Grx1-roGFP2-Su9) on the same wild type strain, we identified a smaller age-dependent difference in mitochondrial versus cytosolic oxidation, suggesting a robustness of mitochondrial antioxidant behavior during chronological aging (Figure 2B).

**Figure 2.**
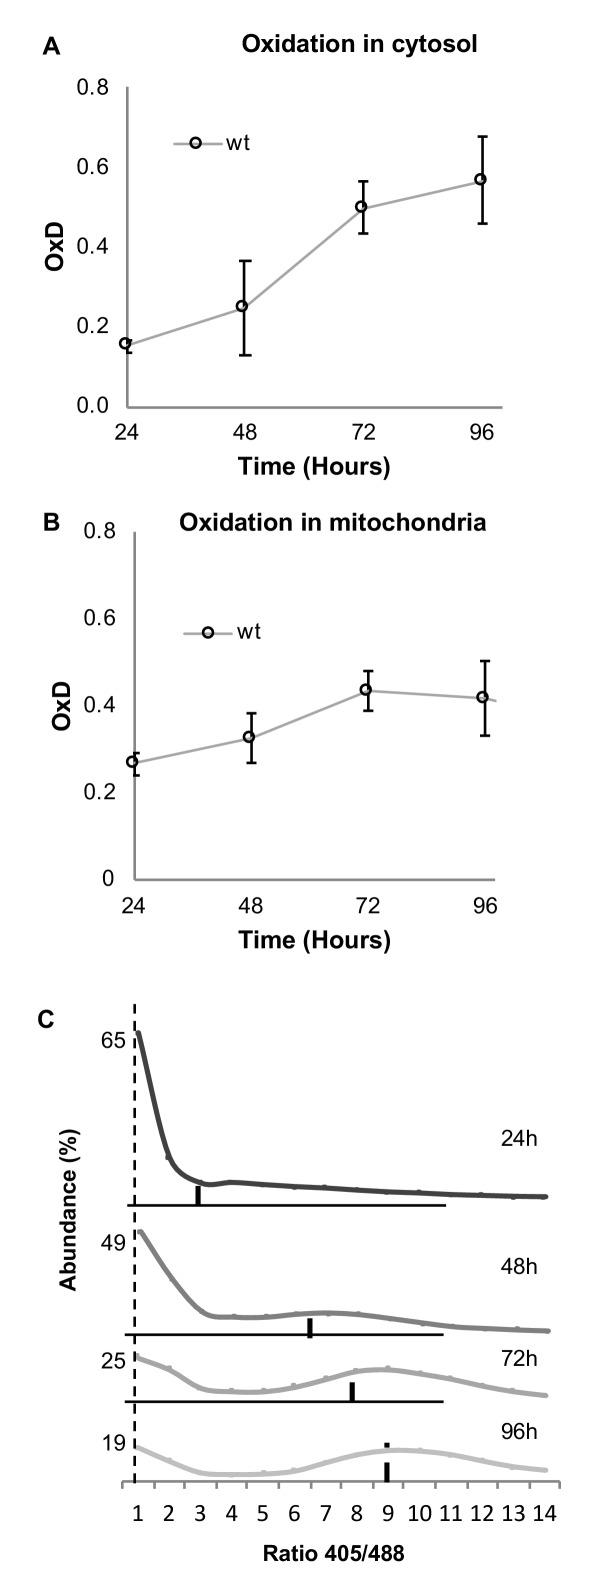
Both cytosolic and mitochondrial oxidation levels increase with age and indicate the emergence of oxidized and reduced cellular subpopulations. Cells expressing cytosolic Grx1-roGFP2 (**A**) or mitochondrial Grx1-roGFP2-Su9 (**B**) probes in wild type cells were grown for four days and their oxidation level monitored. In each experiment 10,000 cells were measured. Shown are oxidation changes over four days in both the cytosol and mitochondria. (**C**) Bi-modal distribution of ratios of fluorescence intensities obtained at 405 and 488 nm in yeast samples of different ages (24, 48, 72, and 96 hr), pursuant to Figure 1D. A peak at ratio ≤1 represents the reduced subpopulation, while ≥6 represents the oxidized subpopulation.

**Figure 2—figure supplement 1.**
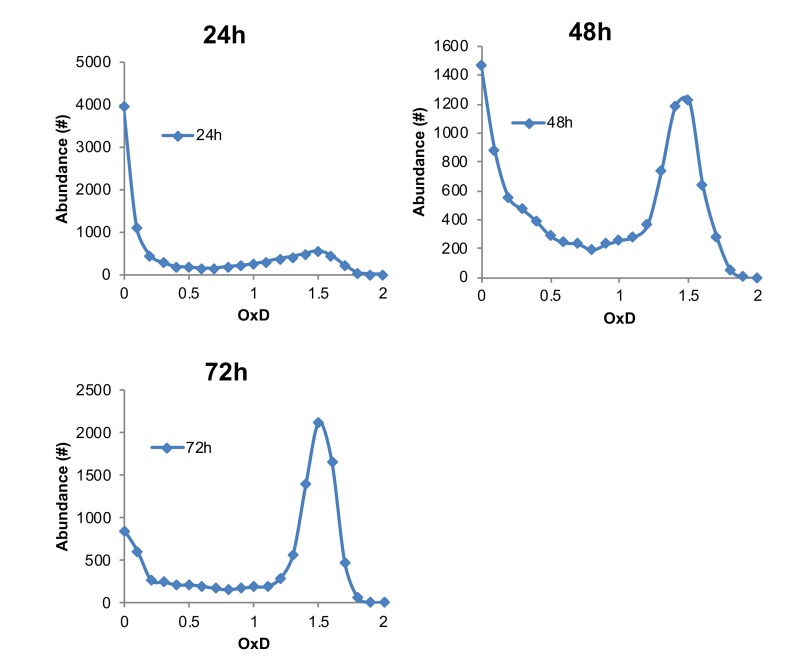
Representative examples of OxD distribution curves at 24, 48, and 72 hr, in contrast to 405/488 nm ratios shown in Figure 2. Normalization was calculated using median fluorescence values of 10,000 DTT- and diamide-treated cells. This normalization masks the actual fluorescence of the average population and natural variation between different cells, leading to an imbalanced and non-representative OxD scale. However, the same curve trends may be seen as those displayed in the unbiased 405/488 nm ratios in Figure 2, with a bimodal distribution during chronological aging.

Although the average cytosolic OxD clearly shows an age-dependent increase in oxidation, it does not give an indication of the potential heterogeneity among cells of the same age. When we examined the distribution of the fluorescence intensity ratios of Grx1-roGFP2 (at 405 and 488 nm) over four days of growth under chronological aging conditions (24, 48, 72, 96 hr), we found a clear bi-modal distribution of reduced and oxidized subpopulations (Figure 2C). As the culture aged, the fraction of reduced cells decreased while the fraction of oxidized cells increased. This fraction comprised of higher 405/488 nm ratios as compared to the distribution shown in Figure 1D, reflecting the natural, average signal in an untreated cell which largely corresponds with the ‘oxidized’ gate, yet has a unique expression pattern. Notably, the largest shift from reduction to oxidation occurs after 48 hr of growth. Thus, we were able to monitor the time-dependent shift from reduced to oxidized subpopulations as the yeast cells aged. However, we noted that a majority of cells remained reduced over time, suggesting that despite the culture being in the stationary phase, some cells nonetheless undergo replication and produce reduced cells.

It is important to note that while the average OxD serves as a useful metric by which to analyze yeast populations by flow cytometry, its value diminishes somewhat on an individual, cell-to-cell scale. Unlike whole population averages or microscopy-based individual-cell assessments, the OxD value is not as sensitive to smaller deviations for individual cells within a population (Figure 2—figure supplement 1). This is largely due to the difficulty in normalization of individual cells using fluorescence values derived from an average oxidized/reduced population, rather than comparison to a single cell (which would not be mathematically representative). As a result, this normalization masks cell-to-cell variability, resulting in inflated scales (e.g., 150% oxidation). Despite the limitations of using OxD normalization for individual cells of this kind, the distribution shape remains constant.

### Growth differences between the reduced and oxidized subpopulations

Our original expectation, based on the current consensus, was of a gradual increase in the cellular oxidation status of all cells, thus we were intrigued by the observed bi-modal distribution. We decided to characterize in greater detail the reduced and oxidized subpopulations of aging cells, utilizing the previously described predefined flow cytometry gates to isolate these subpopulations by fluorescence activated cell sorting (FACS). The sorted cell subpopulations (reduced and oxidized) were divided into three samples, in order to: monitor growth rate, quantify division events, and conduct proteomic and transcriptomic analyses. This process was repeated at least three times in order to provide biological replicates. Due to the low number of oxidized cells obtained after 24 hr growth, we focused on cultures aged 48, 72 and 96 hr.

The subpopulations of the same chronological age (i.e. cultures grown for 48 or 72 hr before sorting), displayed characteristic differences in their recovery growth rate, whereas the reduced cells exhibited a significantly faster minimal doubling time (MDT) at 48 and 72 hr relative to the oxidized population of the same age (Figure 3A). These differences are indicative of an apparent impairment in the oxidized population’s ability to rapidly divide and grow as a culture, rather than any inherent inability to enter the logarithmic growth stage (as evidenced by the similar lag phase lengths, Figure 3B). After 96 hr, both subpopulations had ostensibly similar doubling times following longer lag phases than younger cells (Figure 3B), consistent with the fact that these were relatively old cells with decreased vitality, particularly among the oxidized cells.

**Figure 3.**
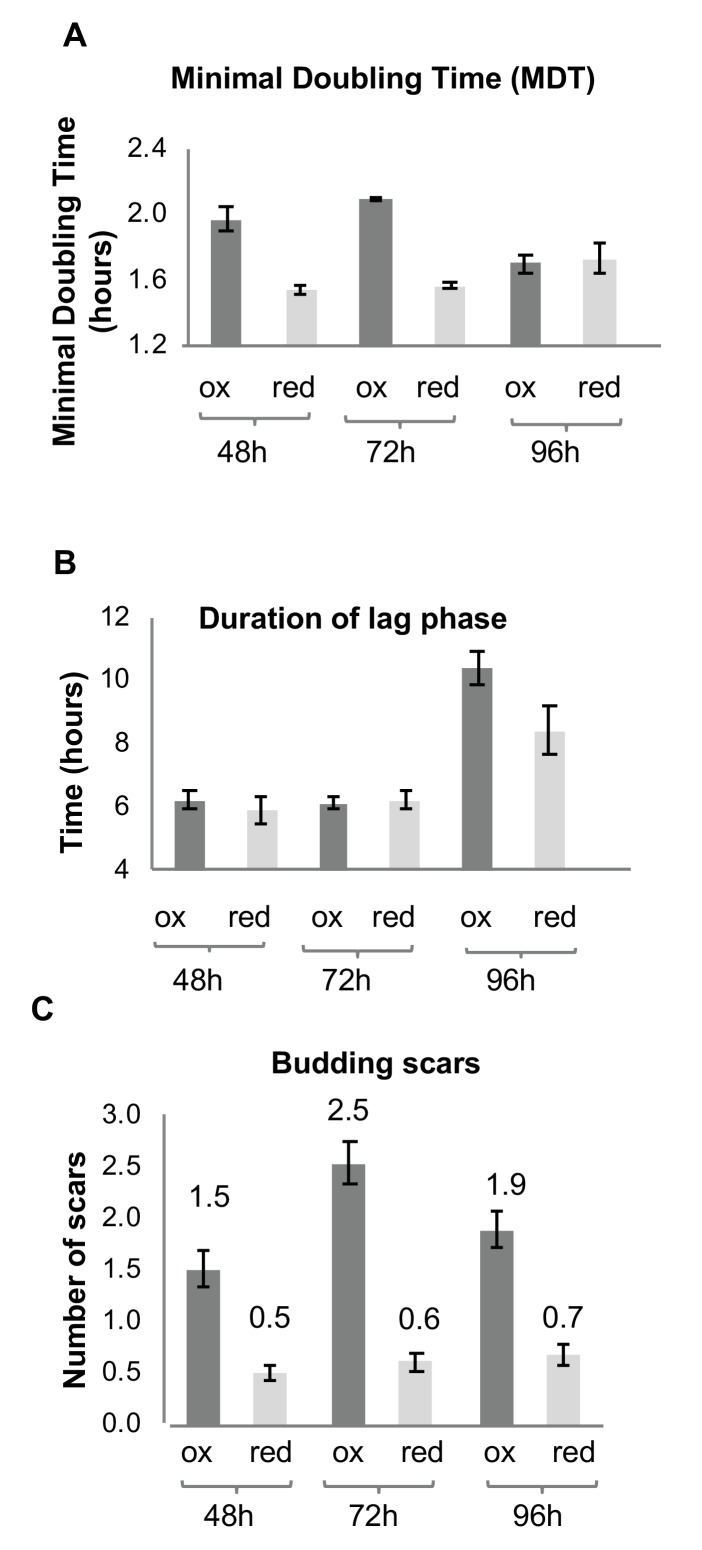
Growth and division of reduced and oxidized subpopulations of yeast cells after sorting by FACS. (**A**) Differences in minimal doubling time between the sorted oxidized and reduced subpopulations at different time points (48, 72, and 96 hr) measured by OD_600_ in a plate reader. (**B**) Corresponding duration of the lag phase during recovery growth, measured by plate reader. (**C**) Corresponding differences in average number of budding scars counted in sorted oxidized and reduced subpopulations, as assessed by confocal microscopy.

The differences in the growth rates were further supported by a difference in the average number of division or bud scars per cell (Figure 3C). The oxidized population displayed on average 3–4.5 times more division scars than the reduced population, which typically displayed cells with no more than one scar (Figure 3C), indicating that the oxidized subpopulation had undergone multiple divisions in contrast to the reduced subpopulation.

Furthermore, the oxidized subpopulation displayed a far lower budding rate relative to the reduced subpopulation, in which approximately 30% of cells at 48 hr were observed to be in the process of budding (Table 1). These results suggest a correlation between the degree of cellular oxidation and division events in the stationary stage.

**Table 1.** Number of budding events

Growth (h)	Oxidized (%)	Reduced (%)
48	10	30
72	9	21
96	6	15

### Reduced subpopulation has an increased oxygen consumption rate

To evaluate differences in the metabolic capacity between the reduced and oxidized subpopulations, we measured the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR), a surrogate measure of lactate production, for each isolated subpopulation. The number of cells was equal in each sample and three biological replicates were analyzed. The OCR of the oxidized cells was consistently 1.8–2 fold lower than the reduced population (Figure 4A), while their ECAR rate was 2–2.8 fold higher (Figure 4B), suggesting a strong shift from oxidative phosphorylation to glycolysis reminiscent of the Warburg effect in the oxidized subpopulation. Decreased oxygen consumption is strongly correlated with decreased cell growth of the oxidized subpopulation as compared to the reduced subpopulation.

**Figure 4.**
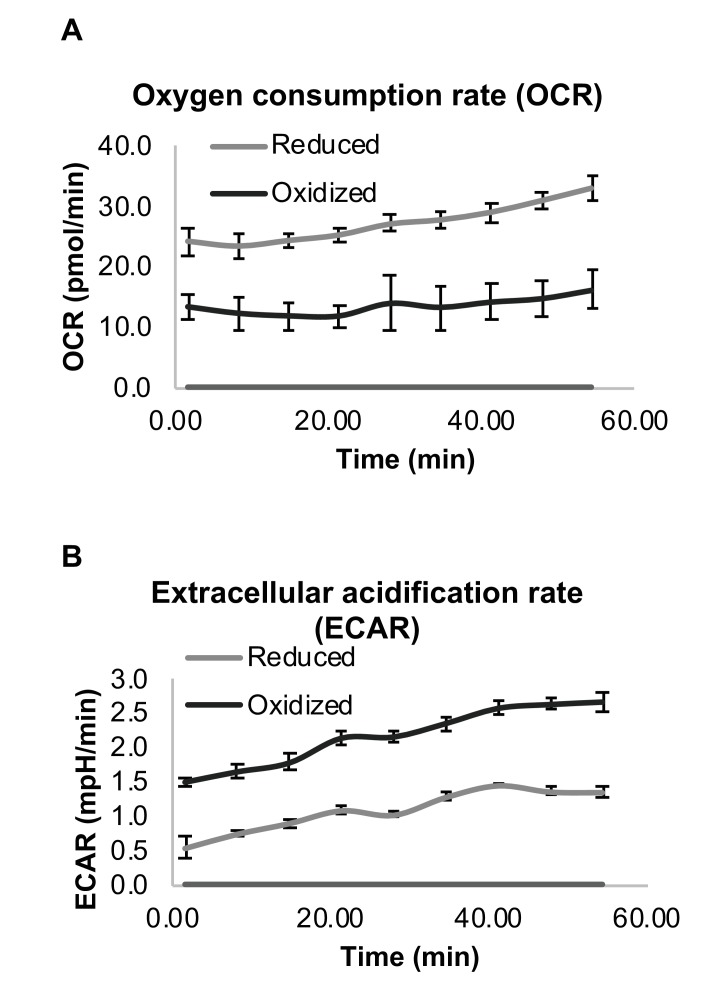
Differential respiration profile of reduced and oxidized subpopulations after sorting by FACS. (**A**) Normalized oxygen consumption rate (OCR) of reduced and oxidized yeast populations. (**B**) Normalized extracellular acidification rate (ECAR) of reduced and oxidized yeast populations. Three biological replicates with an identical number of cells were analyzed for each measurement.

### Cellular oxidation correlates with replicative aging but does not exclusively depend on it

Intrigued by the differences in replication between the two subpopulations, we sought to investigate the correlation between age and redox status more closely, with a focus on the replicative life span (RLS) aging model. Using this model, we tracked cell division events according to changes in budding scars and compared the redox status of aged cells.

Using the Mother Enrichment Program (Lindstrom and Gottschling, 2009), we grew a population of Grx1-roGFP2-positive cells with a selection against daughter cells and a favorable environment for continued division by mother cells and thus enrichment of highly divided mother cells (Figure 5A). To correlate between replicative aging and chronological aging the samples were then grown for up to 72 hr, and analyzed using flow cytometry at two stages: early (24 hr) and late growth (72 hr). Bud scars were labeled using Texas Red-X conjugate of wheat germ agglutinin (WGA) lectin, with flow cytometry analysis centered around the increased fluorescent signal following bud-scar enrichment (as described in Materials and methods). Samples were thus divided into two additional subpopulations, based on approximate bud-scar counts (high and low) as shown in Figure 5B,E. In parallel, oxidation of the cells was evaluated by the Grx1-roGFP2 sensor for each subpopulation.

**Figure 5.**
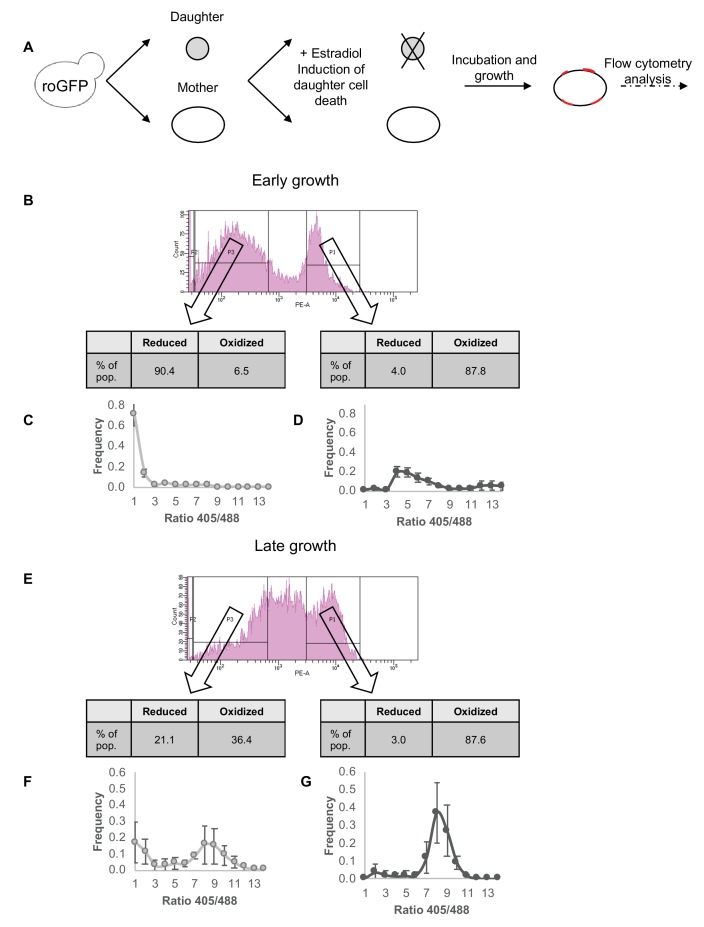
Correlation between redox status and replicative aging. (**A**) Schematic of mother enrichment program in yeast, using estradiol induction for daughter cell death, growth, and flow cytometry analysis of both bud scar counts and oxidation level. (**B**) Representative histogram of low and high bud scar subpopulations during early growth. Within the histogram, p1 represents the subset of the population with a higher number of bud scars, while p3 a lower. In table: The fraction of cells belonging to the Grx1-roGFP2-determined reduced or oxidized subpopulations changes according to bud scar count, with an enrichment for oxidized cells within the more highly divided subpopulation. (**C**) Distribution of the ratios of fluorescence intensities obtained at 405 and 488 nm among the low bud scar subpopulation at early growth, with a strong peak in reduced ratios. (**D**) Distribution of the ratios of fluorescence intensities obtained at 405 and 488 nm among the high bud scar subpopulation at early growth, with a wide peak around oxidized ratios of varying degrees. (**E**) Representative histogram of low and high bud scar subpopulations during late growth. Within the histogram, p1 represents the subset of the population with a higher number of bud scars, while p3 a lower. At late growth, the entire population displays an enrichment for oxidized cells, while the low bud scar subpopulation nonetheless contains a higher fraction of reduced cells. (**F**) Distribution of the ratios of fluorescence intensities obtained at 405 and 488 nm among the low bud scar subpopulation at late growth, with a bimodal distribution between oxidized and reduced ratios. (**G**) Distribution of the ratios of fluorescence intensities obtained at 405 and 488 nm among the high bud scar subpopulation at late growth, with a strong peak around oxidized ratios.

During early growth (after 24 hr incubation) (Figure 5B), two subpopulations emerge with regards to bud scar count, with one demonstrating a stronger expression of the lectin dye associated with a higher bud scar count (labeled as p1 in Figure 5B) and one with lower bud scar counts (labeled as p3 in Figure 5B). Among the GFP-positive cells the subpopulation of cells with a lower bud scar count has a ratio that closely resembles early growth under standard conditions as described earlier, with a strong peak distributed around reduced ratios, and a very minor subpopulation in the oxidized range (6.5% in the representative figure) (Figure 5C). The high bud scar subpopulation, meanwhile, clearly falls into the oxidized range (87.8% in the representative figure), with distribution of the corresponding 405/488 nm ratios indicating a wide peak around ratios higher than 4 (Figure 5D). However, a small minority of the subpopulation is nonetheless reduced, despite having undergone multiple divisions. Note, that a small group of cells fall slightly beyond the definitions of the defined gates, or has no GFP signal, hence percentages presented in the figures do not sum to exactly 100%.

During late growth (after 72 hr incubation), a marked shift occurs towards cells with an increased number of bud scars (p1, Figure 5E), with a smaller subpopulation of cells remaining with fewer scars (p3, Figure 5E) (i.e., cells that have divided fewer times during growth). Similar to early growth, the subpopulation that has undergone multiple divisions is overwhelmingly oxidized (87.6%), with a very small group of reduced cells (3%) (Figure 5G). This latter group is of particular interest, as it represents cells that have undergone multiple divisions and replicative events, yet have maintained a reduced environment.

Interestingly, among the subpopulation with a lower bud scar count, we detect two distinct populations of cells with reduced and oxidized ratios. Unlike the early growth sample, a larger fraction of young mothers underwent oxidation (36.4 vs 6.5%), suggesting a transition from the largely reduced population at early growth to the highly oxidized population at late growth (Figure 5F vs Figure 5C). Thus, cellular oxidation is not embedded solely in number of divisions, but also in the duration of the stationary phase (chronological aging).

Together, these results strengthen the correlation described earlier between the cellular redox state and cell divisions, here identifying a link between cells that have undergone multiple divisions and a strong tendency towards oxidation, though not an exclusive one. We observe that despite undergoing many replications, a small subpopulation of the mother cells remains ‘eternally reduced’, while there is a complementary subpopulation of cells that have divided relatively few times that begin life in an oxidized state. This suggests a strong, though not absolute, correlation between replicative aging and redox state. However, it is worth noting that these exceptionally rare cells (in both cases) are representative of the replicative aging model, rather than a chronologically aged culture, in which there appears to be greater turnover in terms of daughter cells and constant replication (including during the stationary phase).

Furthermore, we observe a shift in the redox ratio between the subpopulation of highly divided cells at early growth as compared to late growth, while the degree of cell divisions itself (as identified by Texas Red-X intensity) does not change. This points to additional redox changes unrelated to division and replicative events, correlated instead with chronological aging.

### Comparison of proteome profiles of the reduced and oxidized subpopulations

In order to further characterize the oxidized and reduced subpopulations of cells, we utilized mass spectrometry to profile the proteome of these subpopulations after 48 and 72 hr of growth. Three biological replicates of each sample group were collected, lysed, trypsin-digested and analyzed by liquid-chromatography-mass spectrometry. Using MaxQuant analysis and a stringent filter, we identified 3389 proteins, of which 1019 were identified in all four subpopulations at least twice (Supplementary file 2). According to the Uniprot-based cellular localization annotation, the majority of our identified proteins were cytosolic (51%), where the remaining proteins were associated with the mitochondria (16%), nucleus (19%), ER (6%), Golgi vesicles (4%), vacuole (3%), stress granules, P-bodies (0.7%) and peroxisomes (1%) (Supplementary file 2, Figure 6—figure supplement 1). This is consistent with general distributions of yeast proteins (47% cytosol, 15% mitochondria and 13% ER and secretory vesicles [Kumar et al., 2002]) suggesting that no dramatic expansion or shrinking of an organelle occurred during the experiment.

To obtain further insights into the global changes in the proteome profile of the oxidized and reduced subpopulations, we utilized label-free quantification (LFQ) (Cox and Mann, 2008) to compare expression of the identified proteins between the sample groups. Clustering of average LFQ intensities for all sample groups revealed that the protein expression profiles were similar between groups with a similar redox status, regardless of the sample age (48 or 72 hr) (Figure 6A and Figure 6—figure supplement 2). The two largest clusters, comprising more than 600 proteins, showed that the differential expression between oxidized and reduced subpopulations remained consistent for over two days (Figure 6A, clusters 3 and 10, Supplementary file 2). Annotation enrichment analysis of the proteins comprising these two clusters suggested that the reduced cells (48 and 72 hr) had an increased presence of proteins involved in energy production, including mitochondrial proteins, protein biogenesis and protein degradation (Figure 6B). This corresponds with our previous finding that the reduced subpopulation had an elevated growth rate and was in the process of division. The oxidized cells had a distinct subset of proteins regulating protein folding and redox homeostasis, alongside oxidoreductases and NAD binding proteins (Figure 6B).

**Figure 6.**
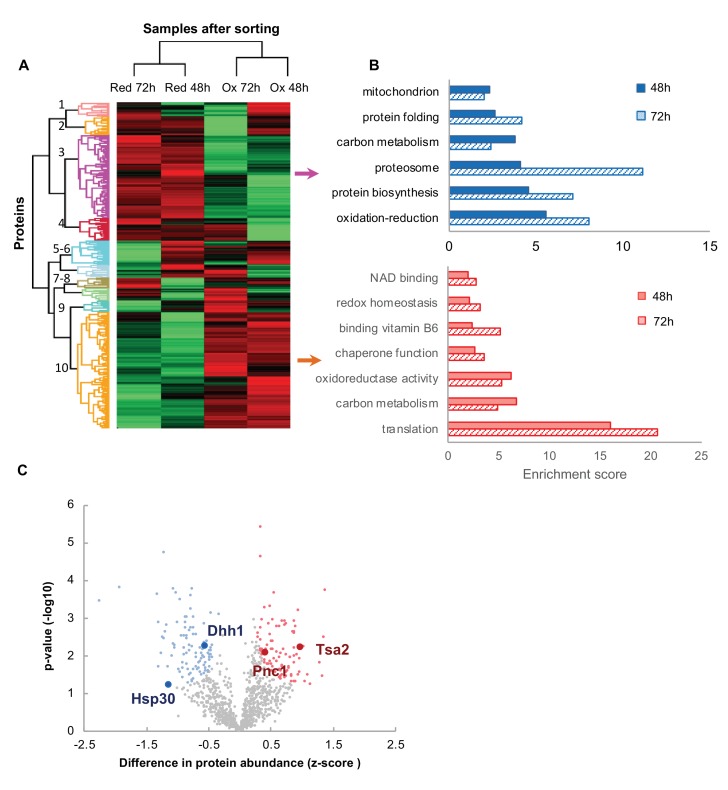
Proteomic analysis and functional enrichment analysis of the reduced and oxidized subpopulations. (**A**) Hierarchical clustering of proteins identified in cells sorted from cultures at different time points (48 and 72 hr); downregulated proteins are in green, up-regulated are in red. (**B**) Functional enrichment analysis of the two largest differentially expressed clusters (3 and 10, representing enriched functions in the reduced and oxidized subpopulations, respectively) at 48 and 72 hr (solid fill and slashes, respectively). (**C**) Volcano plot of differentially expressed proteins between the reduced and oxidized subpopulations. Significantly expressed proteins are labeled in blue (increased expression in reduced) and red (increased expression in oxidized), according to an FDR of 0.05 and a fold change greater than 2.

**Figure 6—figure supplement 1.**
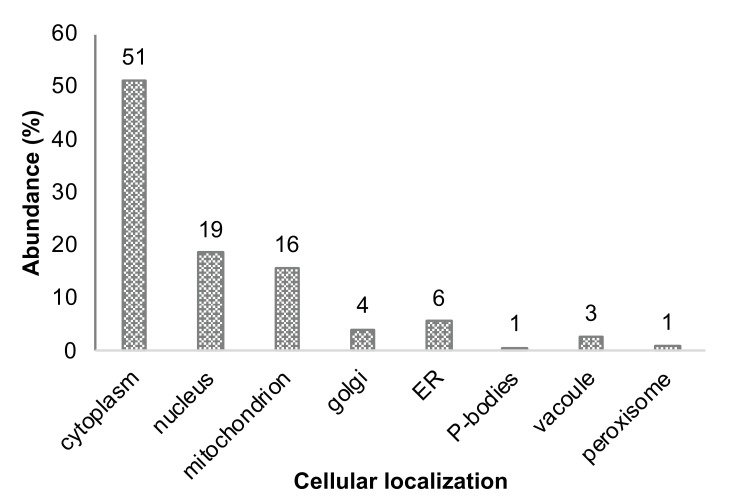
Cellular localization annotation of all identified proteins (in at least two repeats within all four subpopulations). Annotation of all identified proteins, corresponding with the localization as agreed upon in the literature.

**Figure 6—figure supplement 2.**
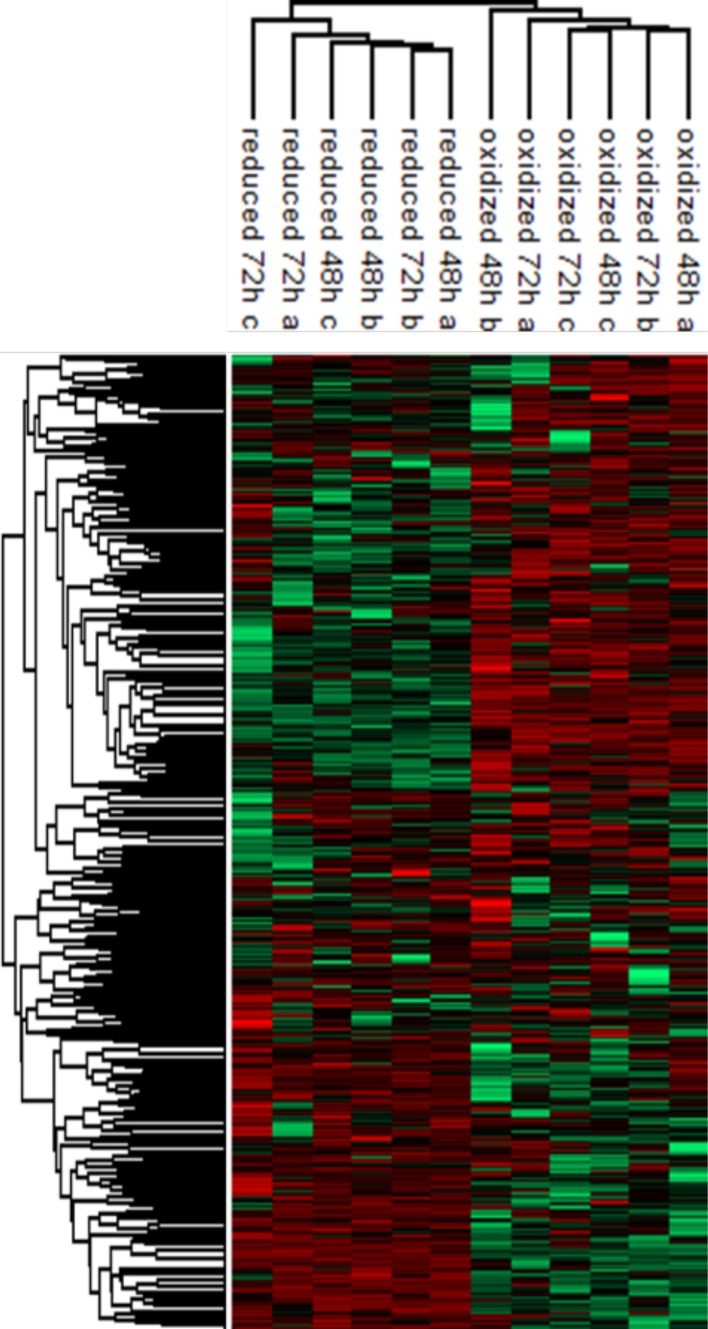
Hierarchical clustering of the protein abundances. log2 values of the log2 (LFQ) values of proteins identified in each post-sorting samples harvested at 48 and 72 hr (red corresponding to higher expression, green to lower). Median intensities were calculated and clustered in Figure 5A.

**Figure 6—figure supplement 3.**
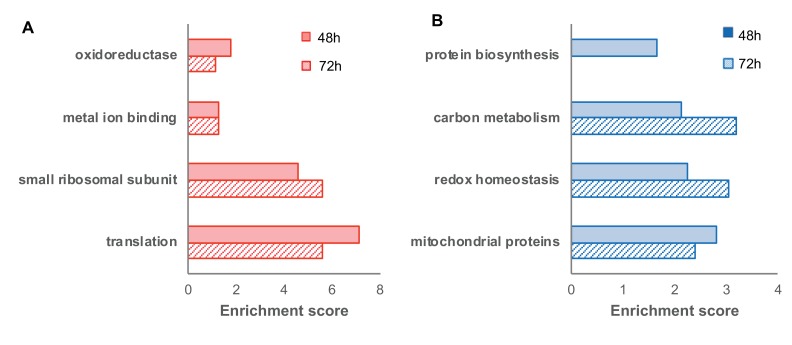
Functional enrichment of differentially expressed proteins (FDR < 0.05) in the oxidized (red) and reduced (blue) subpopulations (corresponding to the volcano plot in Figure 6).

### Differences in the levels of specific proteins between the reduced and oxidized cell subpopulations

One of the big unanswered questions arising from our data is how cells of the same chronological age co-exist at different oxidation levels. To identify potential key proteins mediating the redox status of cells, we applied a stringent T-test analysis (false detection rate [FDR]=0.05) to compare protein expression in the oxidized and reduced populations of the same age. We identified a subset of 199 proteins showing statistically significant different expression profiles between the reduced and oxidized populations after 48 hr growth and 149 proteins after 72 hr growth (Figure 6C, Supplementary files 3 and 4). Annotation enrichment analysis showed a similar functional classification for clusters 3 and 10 in Figure 6 (Figure 6—figure supplement 3), suggesting that the reduced cells were more metabolically active, expressing higher levels of mitochondrial and carbon metabolism proteins than the oxidized subpopulation. We hypothesized that clustered proteins might belong to a common pathway which would be significantly up- or down-regulated in a redox-dependent manner. Hence, to identify potential protein-protein interactions within the subset of differentially expressed proteins, we used the STRING protein interaction database (Szklarczyk et al., 2017) to characterize the possible interaction networks between these proteins. We obtained numerous clusters of potential interactions between our identified, differentially expressed proteins, associated with protein translation, mitochondrial activity, and stress response (Figure 7—figure supplement 1).

Specifically, the proteome of the oxidized cells contained significant upregulation of proteins induced by a variety of stresses (Gre1, Sro9, Hsp150), as well as proteins directly involved in redox homeostasis (thioredoxin peroxidase Tsa2, Tma19). Interestingly, the oxidized cells displayed an upregulated expression of ribosomal proteins, in which we identified 21 proteins belonging to 40 and 60S ribosomal subunits, suggesting relatively elevated levels of ribosomes under oxidizing conditions. Conversely, the reduced cells had high levels of proteins related to protein biosynthesis, tRNA-associated proteins, folding factors and chaperones. Hence we speculate that the oxidized cells may accumulate ‘non-functional’ ribosomes whereas the reduced cells were in the process of protein biosynthesis and energy production.

Moreover, elevated levels of cytosolic catalase T (Ctt1) and mitochondrial glutaredoxin (Grx2) were detected in the reduced subpopulation, likely preserving the reduced state of these cells. We also identified the upregulation of several proteins that have been linked to increased longevity, such as Dld1 and Gut2 (Easlon et al., 2008), implying that the redox-dependent expression of these proteins may play an active role in cellular lifespans. Intriguingly, the reduced cells showed increased expression levels of proteins associated with stress granules and stress response, such as stress-induced heat shock proteins: Hsp30, Hsp70-type chaperone Ssb1, its ATP exchange factor, Sse2, disaggregase Hsp78, as well as the RNA metabolism proteins: DEAD-box helicase Dhh1, pre-mRNA cleavage protein Hrp1, translational factor Prt1, exonuclease Xrn1 and others (Figure 7—figure supplement 1, Supplementary files 3 and 4). One intriguing possibility is that these proteins serve as a first line of defense against oxidation, such that their expression prevents further cellular oxidation.

### The potential impact of Hsp30, Dhh1 and Pnc1 on cellular redox status

To verify our proteomic analysis and identify potential first line of defense redox proteins, we focused on four selected candidates whose expression significantly increased either in the reduced cells – heat shock protein 30 (Hsp30) and helicase Dhh1 - or in the oxidized cells - thioredoxin peroxidase Tsa2 and nicotinamidase Pnc1. All four proteins have been found to be associated (based on the STRING database) with other significantly differentially expressed proteins identified in our proteomic analysis (Figure 7—figure supplement 1A–C).

To examine the contribution of these selected proteins to the average glutathione-dependent cellular redox status during 72 hr growth, we measured redox levels using the cytosolic Grx1-roGFP2 sensor in the wild type strain, as well as in four knockout strains: *∆tsa2*, *∆dhh1*, *∆pnc1* and *∆hsp30*. Notably, we found that *∆dhh1* and *∆hsp30* were significantly more oxidized than the wild type over 72 hr (Figure 7A, p-values of the t-test are in Supplementary file 6). Both proteins were found to be upregulated in the reduced subpopulation, suggesting that they may play a role in redox regulation pathway mediation. Consistent with previously published studies, the Tsa2 knockout had no significant effect on cellular oxidation (Park et al., 2000) (Figure 7A, Supplementary file 6). However, deletion of the nicotinamidase Pnc1, which was found to be upregulated in the oxidized cells, led to a more reduced environment than in wild type cells, specifically after 48 hr of growth (Figure 7A, Supplementary file 6). This corresponds with our proteomic analysis and also suggests that Pnc1 may be a potential effector of redox homeostasis.

In addition to their contribution to the average cellular redox status, we examined the impact Hsp30, Dhh1, and Pnc1 have on individual cell growth. *∆dhh1*, *∆pnc1* and *∆hsp30* deletion strains were grown to 48 hr and monitored using confocal microscopy (as described in Materials and methods). Here, we found *∆dhh1* to be under considerable stress from the onset, with a weaker fluorescent expression and a significantly higher rate of apoptosis as compared to the other strains (Mazzoni et al., 2003). Growth rate and replication were similarly stunted in comparison with the other strains (Duan et al., 2013; Marek and Korona, 2013), in addition to differences in the general appearance of the cells (which were larger and more oval) (Tseng-Rogenski et al., 2003) (Figure 7B). Furthermore, we observed a distinct increase in vacuole size in the *∆dhh1* strain, suggesting Dhh1’s role in regulating vacuolar traffic (Chan and Marshall, 2014). In comparison, neither *∆pnc1* nor *∆hsp30* display any change in replication or growth (Figure 6—figure supplement 3), indeed surpassing the wild type in number of cells after 6 hr growth (Videos 1–4). Despite no seemingly beneficial impact on their growth rate, both *∆pnc1* and *∆hsp30* display some phenotypic change in regards to size and texture. *∆pnc1* cells on average present as slightly smaller than the wild type, while *∆hsp30* are on average slightly larger than the wild type, yet reproduce at a similar rate. Both *∆pnc1* and *∆hsp30*, meanwhile, display small, granule-like clusters within the cell, which may be identified as yeast lipid droplets (Wang et al., 2014). Together, these results suggest that deletion of the redox-related proteins affects more than just the average redox status, and is worth further investigation.

**Figure 7.**
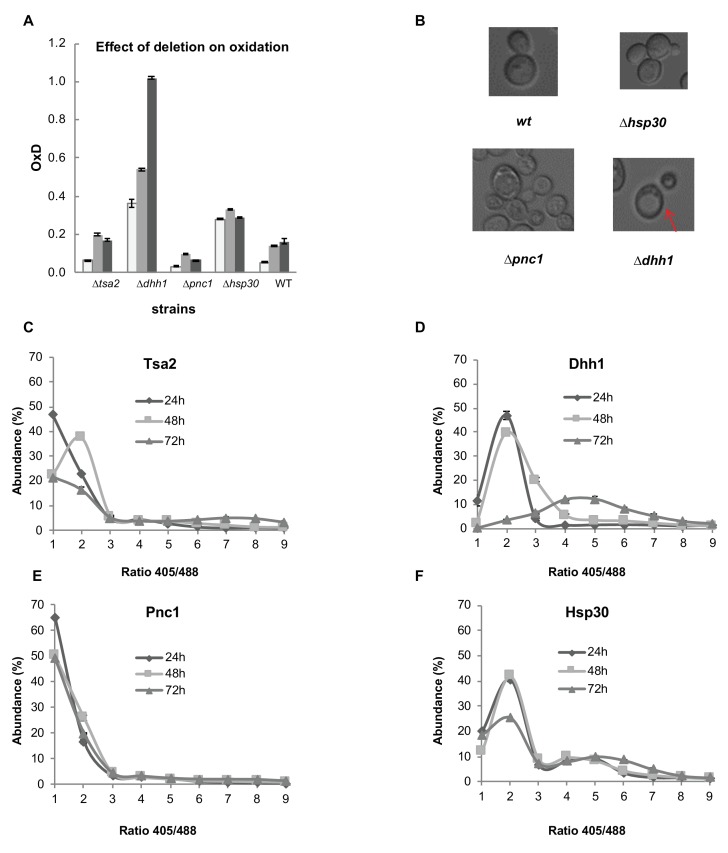
Analysis of differentially expressed proteins between the reduced and oxidized subpopulations. (**A**) Oxidation levels in deletion strains of significantly changed proteins (*∆*tsa2, *∆*dhh1, *∆*pnc1, *∆*hsp30, and wild type control) at different ages (24, 48, and 72 hr). (**B**) Differences in cell growth between deletion strains. *∆*dhh1 has clearly enlarged vacuoles as compared to other strains (emphasized), while *∆*pnc1 is uniquely small in comparison with the wild type. *∆*hsp30 presents largely similar to the wild type, with bimodal variation between different cells. (**C–F**) Distribution of fluorescence intensity ratios obtained at 405 and 488 nm of deletion strains. (**C**) Distribution of *∆*tsa2, which follows a wild type-like gradual shift towards more highly oxidized ratios. (**D**) Distribution of *∆*dhh1, which begins from a slightly higher redox ratio and undergoes a collapse at 72 hr. (**E**) Distribution of *∆*pnc1, a protein upregulated in the oxidized subpopulation, which remains highly reduced as compared to the wild type. (**F**) Bi-modal distribution of *∆*hsp30, with little variation over time.

**Figure 7—figure supplement 1.**
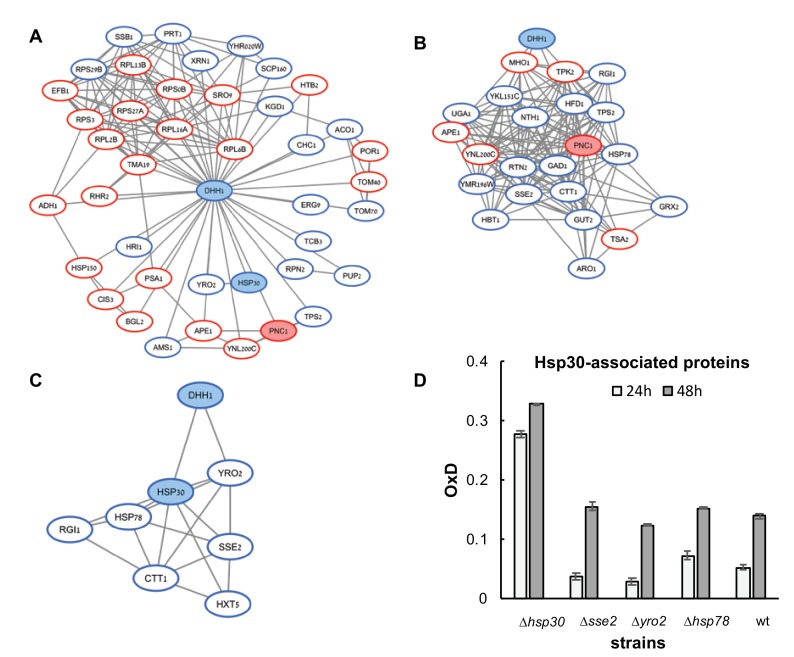
(**A–C**) Association maps of proteins associated with Dhh1, Pnc1, and Hsp30 (respectively), as identified in the mass spectrometry screen of differentially expressed proteins between the reduced (blue) and oxidized (red) subpopulations. Protein associations are based on the STRING database (as of January 2017), under the highest confidence interaction and default active interaction sources. Visualization was done by using Cytoscape. (**D**) Average OxD values of Hsp30-associated gene deletion strains at 24 and 48 hr.

**Figure 7—figure supplement 2.**
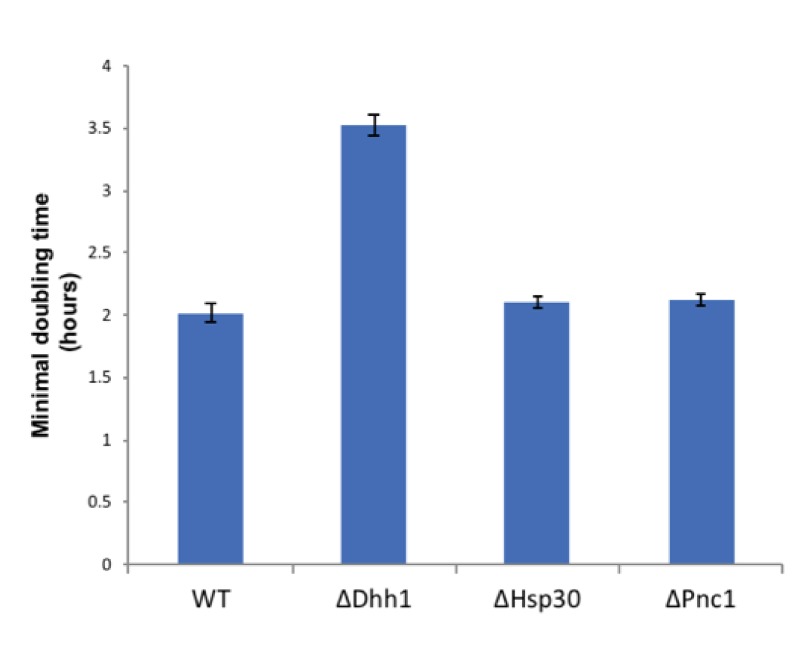
Dhh1 deletion decreases cell growth. Minimal doubling times of wild type and deletion strains (Δdhh1, Δhsp30, Δpnc1) grown for 16 hr in casein supplemented medium, OD_600_ was measured in plate reader as described in Materials and methods. Hsp30 and Pnc1 deletion did not affect growth of cells relative to the wild type.

**Figure 7—figure supplement 3.**
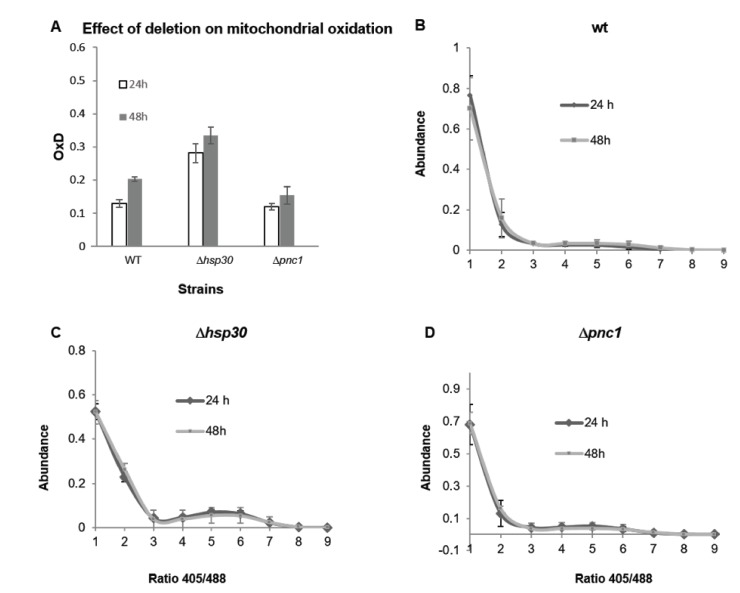
Oxidation in mitochondria detected by mitochondrial sensor Su9 expressed in wild type, Hsp30 and Pnc1 knockout strains. (**A**) Degree of mitochondrial oxidation (OxD) in yeast samples of different ages (24 and 48 hr), (**B-D**) Distribution of fluorescence intensity ratios obtained at 405 and 488 nm of wild type (**B**), Δ*hsp30* (**C**) and Δ*pnc1* (**D**) strains from different ages (24 and 48 hr). The analysis was done using 4–6 replicates. The Δ*dhh1* strain showed very low intensity fluorescence, therefore was not analyzed. Moreover, the Su9-GFP florescence deceased dramatically after 48 hr growth, therefore older samples were not analyzed.

**Figure 7—figure supplement 4.**
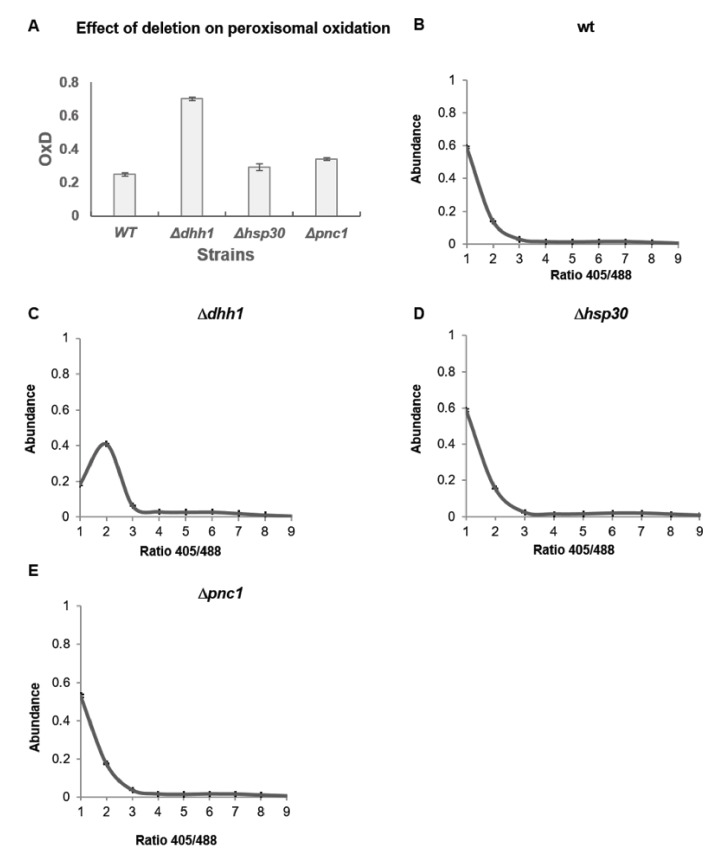
Oxidation in peroxisome detected by peroxisomal sensor SKL-roGFP expressed in wild type, dhh1, hsp30 and pnc1 knockout strains. (**A**) Degree of peroxisomal oxidation (OxD) in yeast samples after growth in standard medium for 24 hr. The analysis was done using 5–6 replicates. (**B-E**) Distribution of fluorescence intensity ratios obtained at 405 nm and 488 nm of wild type (**B**), Δ*dhh1* (**C**) Δ*hsp30* (**D**) and Δ*pnc1* (**E**) strains. The analysis was done using three replicates. The Δ*dhh1* strain showed very low intensity fluorescence, therefore was not analyzed. Moreover, the SKL-GFP florescence reached maximal value after 48 hr growth in all strains, therefore older samples were not analyzed.

**Video 1.** Growth and replication of the wild type strain. The wild type cells were grown at 30°C on synthetic media for six hours and images were taken every five minutes using time-lapse confocal microscope as described in the Materials and methods part.

**Video 2.** Growth and replication of the pnc1 knockout strain. The wild type cells were grown at 30°C on synthetic media for six hours and imageswere taken every five minutes using time-lapse confocal microscope as described in the Materials and methods part.

**Video 3.** Growth and replication of the hsp30 knockout strain. The wild type cells were grown at 30°C on synthetic media for six hours and imageswere taken every five minutes using time-lapse confocal microscope as described in the Materials and methods part.

**Video 4.** Growth and replication of the dhh1 knockout strain. The wild type cells were grown at 30°C on synthetic media for six hours and imageswere taken every five minutes using time-lapse confocal microscope as described in the Materials and methods part.

We then examined the distribution of cellular oxidation levels within the knockout strain populations, to evaluate the potential effect of Dhh1, Hsp30 and Pnc1 on redox-dependent heterogeneity during chronological aging (Figure 7C–F). For comparison, we used the *∆tsa2* variant that showed wild type-like OxD levels (Figure 7A). As expected, we observed a gradual shift from the lower (reduced) ratios to more oxidized ratios in the wild type-like *∆tsa2* (Figure 7C). Interestingly, *∆dhh1* displayed a strong shift towards higher, more oxidized 405/488 nm ratios from early growth (24 hr), with a clear collapse at 72 hr alongside a significant decrease in living cells (Figure 7D). Conversely, *∆pnc1* remained largely the same over time, with little change in the dominant fraction of the reduced subpopulation (Figure 7E). Finally, *∆hsp30* displayed a unique bimodal distribution that changed little over time, explaining its relatively unchanged, moderately high OxD values (Figure 7F).

To investigate the origin of increased oxidation in the *∆hsp30* strains, we monitored oxidation changes in mitochondria (Figure 7—figure supplement 3A,C) and peroxisome (Figure 7—figure supplement 4A,D) using the Grx1-roGFP2-Su9 and Grx1-roGFP2-SKL sensors, respectively. Interestingly, Hsp30 deletion resulted in the unique bi-modular distribution of the 405/488 nm ratios in the mitochondria but not in the peroxisome (Figure 7—figure supplement 3C vs Figure 7—figure supplement 4D). It is tempting to speculate that Hsp30 affects the redox synchronization in the mitochondria and cytosol. This potential role poses a fascinating question for future exploration.

Moreover, mitochondrial and peroxisomal oxidation was characterized for *∆pnc1* and *∆tsa2* mutants, revealing no significant changes in distribution of the 405/488 nm ratios (Figure 7—figure supplement 3 vs Figure 7—figure supplement 4). We were unfortunately unable to characterize a crosstalk between the mitochondrial and cytosolic oxidation in the *∆dhh1* strains due to the low fluorescent signal of the mitochondrial Grx1-roGFP2-Su9 in these strains, possibly due to its unique morphological changes and impairments. In the peroxisome, however, Dhh1 deletion shifted the oxidation toward higher, more oxidized 405/488 nm ratios (Figure 7—figure supplement 4C).

Together, these results point towards the potential different roles some of the identified proteins in our screen may contribute to glutathione-dependent redox homeostasis, suggesting distinct modes of altering cellular redox state. More specifically, we have identified three proteins that, when knocked out, produce unique oxidation distribution patterns as compared to the wild type. Further investigation regarding their GSSG/GSH levels, particularly in *∆dhh1* with its enlarged vacuoles (Morgan et al., 2013), would provide greater insight into the mechanism of oxidation/reduction within each strain.

### A differential transcriptome profile of the reduced and oxidized subpopulations

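Yeast cells expressing Grx1-roGFP2, a fluorescent sensor that follows the redox state of the glutathione pool in the cytosol, were grown for 48 or 72 hr and sorted by their fluorescence into a reduced and an oxidized subpopulation. This gave 4 groups of 3 libraries each. RNA was reverse transcribed with oligo-dT primers that carry a sample barcode and a unique molecular identifier, so that PCR copies of a molecule could be removed, and was sequenced from the 3′ end. The authors mapped the reads to the yeast genome sacCer3 with bowtie2 under default parameters, removed duplicates by their identifier and counted the reads from 350 bp upstream to 200 bp downstream of each transcription termination site. Each count was divided by the total reads of its library and scaled to PPM. The text of the methods does not name the software versions, the gene annotation or whether the counting used strand. The total reads per library, as the PPM values show them, ranged from 90403 to 189735 in oxidized cells at 48 hr (median 107265) and from 119178 to 241084 in reduced cells at 48 hr (median 132978). At 72 hr they ranged from 138631 to 169638 in oxidized cells (median 143340) and from 141471 to 201379 in reduced cells (median 177466). Every pair of replicates differed by more than the sampling noise of their reads, with chi-square values per degree of freedom between 1.42 and 2.80, so all libraries were counted as separate replicates. The deposited PPM values were compared on the scale log2(PPM + 10) for the 4776 genes with a mean of at least 20 PPM over the 12 libraries, in one limma fit with a mean for each of the 4 groups. A fold change on this scale understates the change of weakly expressed genes. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05, and a positive fold change means a higher level in the oxidized cells. Genes with near-identical copies, such as HXT6 and HXT7, and genes whose 3′ counting windows overlap are uncertain, because their reads could be shared or split. Window overlaps given below were computed with the end of the coding sequence in place of the termination site. They are therefore approximate.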

To examine coupling between protein and transcript abundance, we conducted a transcriptomic analysis of three biological replicates of the isolated reduced and oxidized subpopulations at 48 and 72 hr. 

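Transcripts with a PPM above 0 in at least 1 of the 12 libraries were found for 6308 genes. Of these, 6188 were found in the 6 reduced libraries and 6116 in the 6 oxidized libraries. By age, 6148 genes were found in the 6 libraries harvested at 48 hr and 6171 in those harvested at 72 hr. With reads required in each of the 6 libraries of a redox state, the numbers were 5489 genes in reduced cells and 5282 genes in oxidized cells. Within the groups of 3 libraries, 5884 genes were found in oxidized and 6016 in reduced cells at 48 hr, against 5963 and 6023 at 72 hr. The reduced libraries of each age held more reads in sum than the oxidized ones (493013 against 387176 at 48 hr and 520092 against 451311 at 72 hr). Depth could therefore add to the larger number of genes in reduced cells. Yet at 72 hr reduced replicate 2 (141471 reads) held 5601 genes, against 5526 in oxidized replicate 1 (143340 reads). Across ages, reduced 48 hr replicate 3 (132978 reads) held 5511, against 5488 in oxidized 72 hr replicate 2 (138631 reads). Within 48 hr no such pair occurred. No oxidized library held more genes than a reduced library with more reads. For these libraries this argues against depth alone, and the share of depth in the sums was not tested. A mean of at least 20 PPM in at least 1 subpopulation of that age, a criterion chosen after the data were seen, was reached by 4947 genes at 48 hr and by 5025 genes at 72 hr. Supplementary files 6 and 7 were available as the first 1998 of the 4947 genes in the paper's table for 48 hr and the first 1998 of the 5025 genes in that for 72 hr. In these parts, a group mean below 20 PPM was entered as 0 in 378 cases at 48 hr and 327 cases at 72 hr, of which 375 and 324 had reads.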

We identified 4949 genes in the reduced sample and 5027 genes in the oxidized samples (Supplementary file 6, 7).

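Averaged over both ages, 567 transcripts differed between oxidized and reduced cells (limma, Benjamini-Hochberg adjusted p below the threshold), 234 of them higher in oxidized and 333 higher in reduced cells. Averaged over both redox states, 110 transcripts differed between 72 and 48 hr, of which 45 were higher and 65 lower at 72 hr. Both numbers come from 6 libraries against 6. With PPM rescaled by median-of-ratios size factors, the redox comparison split into 277 transcripts higher and 252 lower in oxidized cells, and the age comparison into 23 higher and 90 lower at 72 hr. Of the 567 transcripts, 203 also differed by at least 2-fold, 48 higher and 155 lower in oxidized cells, a criterion applied to this comparison after the data were seen. With each library left out in turn the redox count was at least 452, without oxidized 72 hr replicate 3. Within each subpopulation, 3 libraries against 3, the age comparison gave 21 transcripts in oxidized cells, 8 higher and 13 lower at 72 hr, and 111 in reduced cells, 27 higher and 84 lower. Of the total variance of log2(PPM + 10) over the genes tested, redox state took up 20.2% (jackknife standard error 2.64) and age 11.2% (jackknife standard error 1.30). The dependence of the redox difference on age took up 8.93%, and 59.6% lay between replicates. If nothing had an effect, each would take up 9.09% on average, being 1 of 11 degrees of freedom. Where another factor has an effect, less than that is expected of a factor without one. A share near 9.09% therefore does not show that age or its interaction with redox state had no effect. With expression filtered at a mean of at least 50 PPM the share of redox state was 25.3%. In hierarchical clustering by average linkage of all genes tested, the first split placed 100% of the 12 libraries on the side of their redox state and 50% on the side of their age. The redox differences at 48 and 72 hr, which share no library, had a Pearson r of 0.37 and a Spearman rho of 0.33 across genes, which are not independent replicates. The median transcript had a log2 fold change between oxidized and reduced cells of -0.07 at 48 hr and -0.11 at 72 hr, and after the rescaling of -0.01 and -0.04. For its statement on redox state and age the paper refers to Figure 8A and B and Figure 7—figure supplement 4, the last of which is not analysed here.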

As expected from the proteomic analysis, global changes in the transcriptome were redox- rather than age-dependent (Figure 8A,B, and Figure 7—figure supplement 4). 

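At 48 hr, 184 transcripts differed between the subpopulations (limma with Benjamini-Hochberg adjustment), 68 higher in oxidized and 116 higher in reduced cells. An at least 2-fold difference on the log2(PPM + 10) scale was also met by 104 of them, 17 higher in oxidized and 87 higher in reduced cells. At 72 hr, 459 transcripts differed, 232 higher in oxidized and 227 higher in reduced cells, and 280 of them by at least 2-fold, 132 and 148. After median-of-ratios rescaling the split was 78 higher and 95 lower in oxidized cells at 48 hr, and 262 higher and 186 lower at 72 hr, so the split at 72 hr depends on the scaling. Without reduced 48 hr replicate 1 the number at 48 hr was 103, the lowest of all alternatives. Both ages shared 132 transcripts past the threshold, 130 of them with the same direction, and 174 of the 184 transcripts of 48 hr had the same direction at 72 hr. All 3 oxidized libraries lay on one side of all 3 reduced libraries for 179 of the 184 transcripts and for 444 of the 459. Over all genes tested this was so for 17.5% at 48 hr and 26.0% at 72 hr, against 10% by chance. In Supplementary files 8 to 11 the paper lists 79 transcripts as higher in reduced and 91 as higher in oxidized cells at 48 hr, and 223 and 297 at 72 hr. Of the listed genes tested here, 77 of 77, 66 of 91, 194 of 216 and 231 of 290, in that order, also passed the threshold of limma's adjusted p, and all of them had the direction of their list.
Among transcripts whose libraries did not overlap, the largest changes toward reduced cells at 48 hr were those of STL1, ROD1, YKL107W, POX1 and MEP2. STL1 had 2 reads in the 3 oxidized libraries and 37 in the reduced ones, a ratio of 14.5 with a 95% counting interval of 3.75 to 124. For ROD1 the reads were 1 and 26 and the ratio 20.4, with an interval of 3.35 to 837, and its call was lost without reduced 48 hr replicate 1 (adjusted p = 0.063 from limma with Benjamini-Hochberg adjustment) or replicate 3 (0.14). MEP2, an ammonium permease gene on chromosome XIV of sacCer3 (357453 to 358952), had 176 ± 116 PPM (SD, n = 3) in oxidized and 628 ± 244 PPM (SD, n = 3) in reduced cells, a log2 fold change of -2.02 (standard error 0.31, adjusted p = 5.7e-06, limma with Benjamini-Hochberg adjustment). Without oxidized 48 hr replicate 3, which had 42.2 PPM against 243 and 242 PPM in the other oxidized libraries, the value for MEP2 was -1.26 (limma adjusted p = 6.4e-04), so its place among the largest changes depends on that library. Toward oxidized cells at 48 hr the largest changes were those of YDR183C-A and ATC1, which overlap and had the same 20 and 3 reads (ratio 8.49, interval 2.52 to 44.6), and of YNR071C, SUC2 and RAD9. The call of ATC1 was lost without oxidized 48 hr replicate 1 (limma adjusted p = 0.051) or replicate 3 (0.070) or reduced 48 hr replicate 3 (0.094), and that of YDR183C-A also without reduced 48 hr replicate 1 (0.052). YNR071C no longer passed without reduced 48 hr replicate 1 (limma adjusted p = 0.058) or replicate 2 (0.14), and RAD9 without oxidized 48 hr replicate 1 (0.16) or replicate 3 (0.054) or reduced 48 hr replicate 2 (0.12) or replicate 3 (0.12). YDR183C-A also did not pass with a pseudocount of 1 PPM (limma adjusted p = 0.16), nor RAD9 without a filter (0.064) or with only the 6 libraries of that age (0.063). SUC2, the invertase gene (chromosome IX, 37385 to 38983), had 495 ± 18.1 PPM (SD, n = 3) in oxidized and 135 ± 22.4 PPM (SD, n = 3) in reduced cells, a log2 fold change of 1.81 (standard error 0.26, adjusted p = 1.2e-06 in limma after Benjamini-Hochberg adjustment). At 72 hr the largest changes toward reduced cells were those of PXA1, YIL161W, RGI2, FMP23 and DAL3. YIL161W had 2 reads in the 3 oxidized and 29 in the 3 reduced libraries, a ratio of 12.6 with an interval of 3.18 to 109. Its window overlaps by 350 bp that of POT1 on the opposite strand, itself lower in oxidized cells by a log2 fold change of -1.49, so the level of YIL161W is uncertain. FMP23 had 7 reads against 51. RGI2 (chromosome IX, 247902 to 248396) had 189 ± 6.01 PPM (SD, n = 3) in oxidized and 926 ± 246 PPM (SD, n = 3) in reduced cells. Its log2 fold change was -2.20 (standard error 0.22, limma adjusted p = 4.7e-11 by Benjamini-Hochberg). Toward oxidized cells at 72 hr they were those of CYC7, PDC5, YDL129W, THI12 and HXT6. CYC7, a cytochrome c gene (chromosome V, 79636 to 79977), had 369 ± 124 PPM (SD, n = 3) in oxidized and 67.2 ± 23.7 PPM (SD, n = 3) in reduced cells, a log2 fold change of 2.28 (standard error 0.26, limma with Benjamini-Hochberg adjusted p = 9.4e-10). THI12 and HXT6 have near-identical copies among which reads could be split, and YDL129W had 21 reads against 2, a ratio of 12.1 with an interval of 2.96 to 106, and was no longer past the threshold of limma without reduced 72 hr replicate 2 (adjusted p = 0.073) or replicate 3 (0.064) or with a pseudocount of 1 PPM (0.057).
Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over 30 tests of 15 lists at both ages. The lists were written from gene names before the data were examined but after the paper's tables had been read, so for the 9 lists that follow the paper's themes they are not independent evidence. The median of 34 oxidative phosphorylation transcripts was higher in oxidized cells by a log2 fold change of 0.48 at 48 hr (adjusted p = 1.0e-09 from limma's camera) and 0.73 at 72 hr (8.3e-16), with 31 of 34 higher at each age. Of them, 7 at 48 hr and 24 at 72 hr were past the threshold as higher over all genes tested and 1, COX26, as lower, and adjusted over the list alone 19 and 28 passed. The median of 27 chaperone and heat shock transcripts was higher by 0.19 at 48 hr (adjusted p = 1.1e-05 from limma's camera) and 1.13 at 72 hr (2.4e-22), with 24 and 27 of them higher. Over all genes 6 and 19 of these passed, and adjusted over the list alone 7 and 22. The median of 6 ammonia transport transcripts had a log2 fold change of -1.35 at 48 hr (adjusted p = 4.3e-04 from limma's camera) and -1.60 at 72 hr (6.1e-05), with 4 and 5 of them past the threshold, both over all genes and adjusted over the list alone. These calls also held under limma's fry, which estimates the correlation from the data.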

Annotation analysis of the differentially expressed transcripts (defined by an at least two-fold change with FDR < 0.05) (Supplementary files 8–11) showed relatively similar functional distributions across transcripts from samples of the same age, which correlates well with the annotation of the abundant proteins in these samples. Specifically, the reduced cells had upregulated carbon metabolism and TCA cycle activity. 

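In the list of 13 genes of the glyoxylate cycle, gluconeogenesis and C2/C3 carbon use, all 13 transcripts were lower in oxidized than in reduced cells and past the threshold at both ages, over all genes as well as adjusted over the list alone. The median log2 fold change was -1.43 at 48 hr (adjusted p = 5.5e-17 from limma's camera with Benjamini-Hochberg adjustment) and -1.71 at 72 hr (1.6e-15), and both also passed with fry. ICL1, the isocitrate lyase gene YER065C (chromosome V of sacCer3, 285241 to 286914), had 754 ± 174 PPM (SD, n = 3) in oxidized and 2681 ± 436 PPM (SD, n = 3) in reduced cells at 48 hr. At 72 hr the levels were 1263 ± 77.9 PPM (SD, n = 3) and 4429 ± 975 PPM (SD, n = 3). Its log2 fold changes were -1.83 at 48 hr and -1.78 at 72 hr, each with a standard error of 0.16 (adjusted p = 3.6e-12 and 1.1e-12, limma with Benjamini-Hochberg adjustment). MDH2, the cytosolic malate dehydrogenase gene YOL126C (chromosome XV, 81787 to 82920), had log2 fold changes of -1.50 and -1.75, each with a standard error of 0.15 (limma with Benjamini-Hochberg adjusted p = 9.6e-11 and 3.1e-13). PCK1 fell by 1.74 at 48 hr on the log2 scale between reduced and oxidized cells and ADH2 by 1.83 at 72 hr, both past the threshold with every library left out in turn.
The 16 TCA cycle transcripts tested, none of them in the list above, did not move together. At 48 hr 10 of 16 were lower and 6 higher in oxidized cells, with a median log2 fold change of -0.07, a mean of -0.05 and a test by limma's camera in the other direction (adjusted p = 0.92). At 72 hr 8 were lower and 8 higher, with a median of 0.06 (adjusted p = 0.54 from limma's camera). With fry the adjusted p-values were 0.61 and 0.76. Over all genes 1 TCA cycle transcript at 48 hr and 4 at 72 hr passed the threshold, and adjusted over the list alone 3 and 5. MDH1, the mitochondrial malate dehydrogenase gene YKL085W (chromosome XI, 279123 to 280127), was higher in oxidized cells by 0.64 at 48 hr and 0.92 at 72 hr, each with a standard error of 0.18 (adjusted p = 0.029 and 1.2e-04, limma with Benjamini-Hochberg adjustment). Its call in limma at 48 hr was lost without oxidized replicate 3 (adjusted p = 0.21), reduced replicate 1 (0.12), reduced replicate 2 (0.077) or reduced replicate 3 (0.069) of that age. KGD1 was also higher in oxidized cells at 72 hr, by 1.14 (standard error 0.28, adjusted p = 0.0039 by limma), and no longer past the threshold without oxidized 72 hr replicate 3 (0.054) or reduced 72 hr replicate 3 (0.058). ACO1 and LSC2 were lower in oxidized cells at 72 hr, with log2 fold changes of -0.73 (adjusted p = 0.0087) and -0.83 (adjusted p = 0.011) in limma.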

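Of 18 transcripts for peroxisomal enzymes and transporters, 16 were lower in oxidized than in reduced cells at 48 hr and 16 at 72 hr. The median log2 fold change was -1.12 at 48 hr (adjusted p = 2.4e-09 from limma's camera with Benjamini-Hochberg adjustment) and -1.22 at 72 hr (8.0e-07), and fry gave 2.4e-04 at both ages. Over all genes 10 and 11 passed the threshold as lower, and adjusted over the list alone 12 and 12. POX1, the acyl-CoA oxidase gene YGL205W (chromosome VII of sacCer3, 108158 to 110404), had 97.5 ± 58.5 PPM (SD, n = 3) in oxidized and 390 ± 118 PPM (SD, n = 3) in reduced cells at 48 hr, a log2 fold change of -2.05 (standard error 0.30, adjusted p = 1.8e-06, limma with Benjamini-Hochberg adjustment). CAT2, the carnitine acetyltransferase gene YML042W (chromosome XIII, 192788 to 194800), had log2 fold changes of -1.14 at 48 hr and -1.65 at 72 hr, each with a standard error of 0.20 (limma with Benjamini-Hochberg adjusted p = 8.9e-05 and 8.8e-09). Its counting window overlaps that of VPS71 on the opposite strand, which had 38.0 PPM in oxidized and 92.6 PPM in reduced cells at 72 hr against 320 and 1037 PPM of CAT2.
The 26 peroxisome biogenesis transcripts as a list did not pass with camera. Their median log2 fold change was -0.05 at 48 hr (adjusted p = 0.59 from limma's camera), which turned to 0.00 and the other sign after median-of-ratios rescaling, and -0.35 at 72 hr (0.15), where fry gave 0.018. Over all genes and adjusted over the list alone 2 of them passed at each age. PEX11 had a log2 fold change of -1.50 at 72 hr (standard error 0.24, adjusted p = 5.9e-06 in limma with Benjamini-Hochberg adjustment). For 18 fatty acid and phospholipid biosynthesis transcripts the median was -0.16 at 48 hr (adjusted p = 0.21 from limma's camera) and -0.31 at 72 hr (0.18), while fry gave 0.029 and 0.016. Of these 2 and 4 passed over all genes, and 4 and 6 adjusted over the list alone. OLE1, the fatty acid desaturase gene YGL055W (chromosome VII, 398628 to 400160), had log2 fold changes of -1.29 and -1.26, each with a standard error of 0.19 (adjusted p = 2.0e-06 and 1.2e-06, limma with Benjamini-Hochberg adjustment). FAS1, a fatty acid synthase subunit gene, had -0.71 and -0.76, each with a standard error of 0.16 (limma adjusted p = 0.0043 and 6.3e-04). Among 23 ergosterol biosynthesis transcripts the median was -0.17 at 48 hr (adjusted p = 0.54 from limma's camera) and -0.10 at 72 hr (0.13), with fry giving 0.28 and 0.038. None passed at 48 hr over all genes by limma's adjusted p and 3 did adjusted over the list alone, and at 72 hr 5 and 6 did. ERG25 had a log2 fold change of -1.21 at 72 hr (standard error 0.22, adjusted p = 6.9e-05 in limma).

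**Figure D1:**
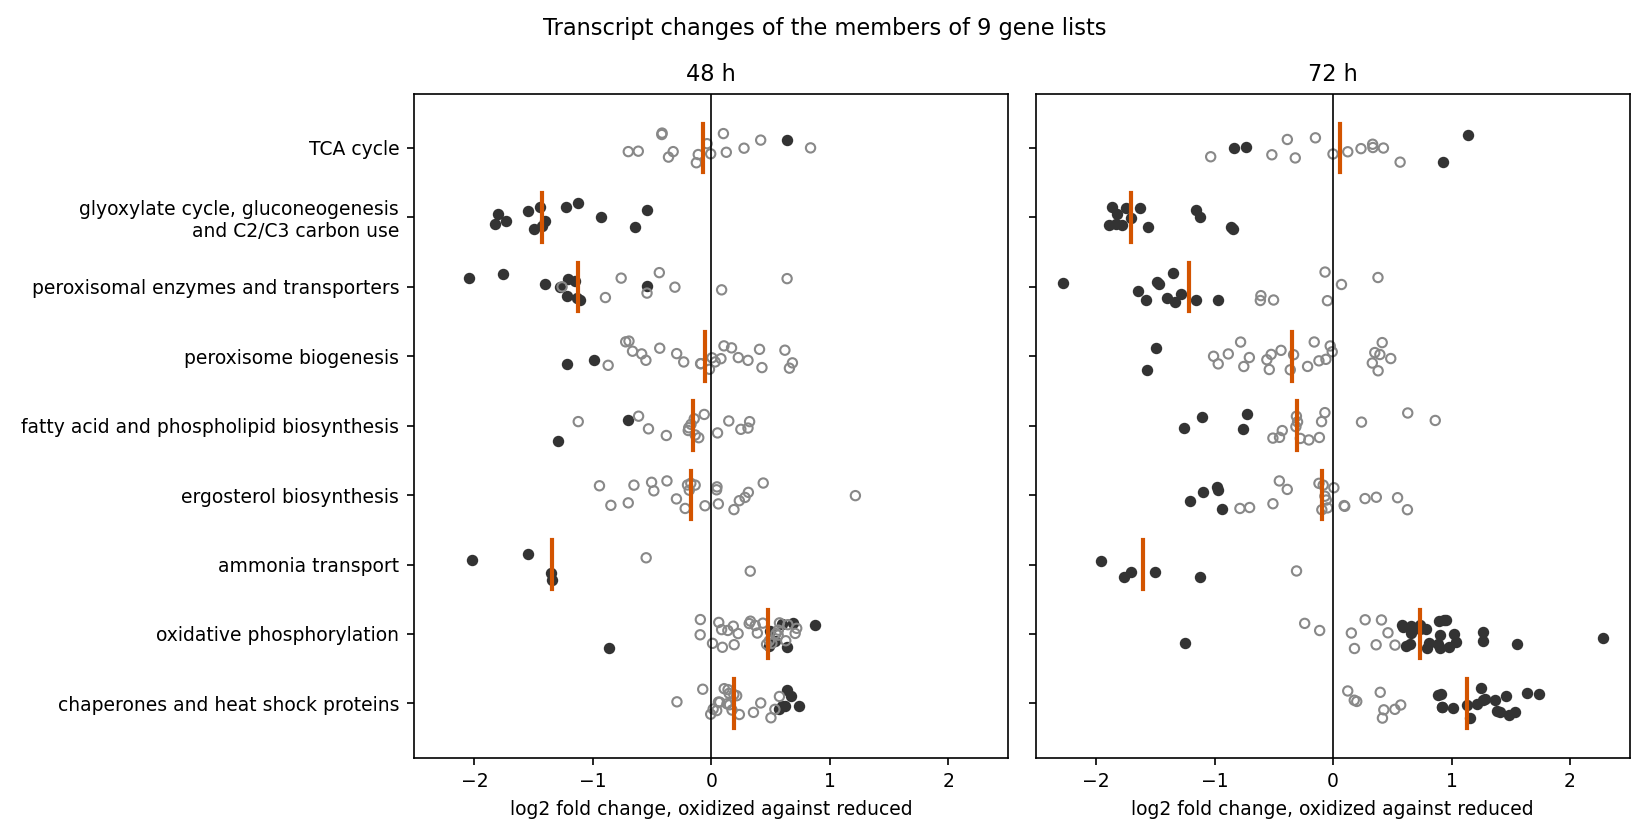
Log2 fold change between oxidized and reduced cells, on the log2(PPM + 10) scale, of each transcript in 9 gene lists at 48 hr (left) and 72 hr (right). Each point is a gene, filled where its adjusted p from limma is below 0.05 over all genes tested, and the vertical bar of each list is its median. Glyoxylate cycle, peroxisomal enzyme and ammonia transport transcripts lie toward reduced cells at both ages and chaperones toward oxidized cells at 72 hr, while the TCA cycle, peroxisome biogenesis and ergosterol lists spread over both sides of 0.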

Interestingly, the transcriptomic analysis showed that expression of genes involved in lipid biosynthesis and peroxisomal function were upregulated. This function was missing from the proteomic analysis, most probably due to low total abundance of peroxisomal proteins (~1%).

**Figure 8.**
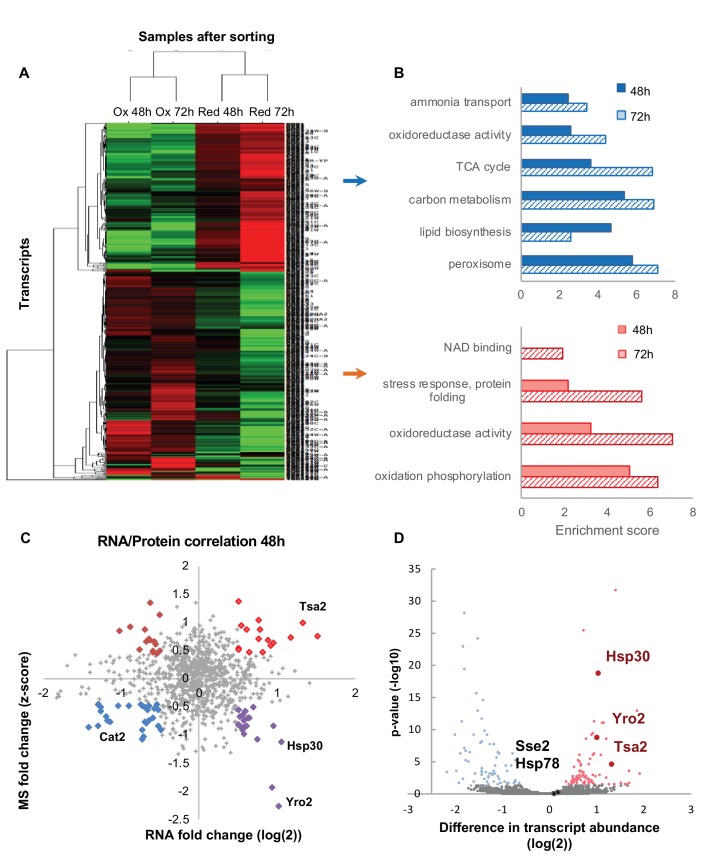
Differentially expressed transcripts between the reduced and oxidized subpopulations. (**A**) Hierarchical clustering of the median expression values of all differentially expressed genes (FDR < 0.05) identified in the post-sorting cells harvested at different time points (48 and 72 hr); downregulated transcripts are in green, up-regulated are in red. Each row was normalized by its median and the log2 value was taken for visualization purposes. The data was clustered using a centered correlation similarity metric. (**B**) Functional enrichment analysis of the differentially expressed transcripts in the reduced (blue) and oxidized (red) subpopulations harvested after 48 hr (solid bars) and 72 hr (solid fill and slashes, respectively). (**C**) Correlation plot between mRNA and protein expression at 48 hr. Significantly differentially regulated proteins are emphasized in bold and color according to their coupling status (bright red – coupled upregulation in oxidized subpopulation, dark red – uncoupled protein upregulation in oxidized subpopulation, blue – coupled upregulation in reduced subpopulation, purple – uncoupled protein upregulation in reduced subpopulation). (**D**) The mean value of normalized counts (log2) is plotted for each gene. Each point is colored according to the adjusted value of the differential expression analysis (Materials amd methods). Hsp30, Yro2 and Tsa2 were significantly upregulated in the oxidized cells.

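HSP30 is the gene YCR021C, with its coding sequence on chromosome III of sacCer3 from 156109 to 157107. Its transcript level was 8385 ± 1177 PPM (SD, n = 3) in oxidized and 4038 ± 164 PPM (SD, n = 3) in reduced cells at 48 hr, and 5008 ± 360 PPM (SD, n = 3) and 1424 ± 245 PPM (SD, n = 3) at 72 hr. YRO2, the gene YBR054W on chromosome II (343101 to 344135), had 1533 ± 307 PPM (SD, n = 3) in oxidized and 752 ± 166 PPM (SD, n = 3) in reduced cells at 48 hr, and 969 ± 160 PPM (SD, n = 3) and 372 ± 76.0 PPM (SD, n = 3) at 72 hr. TSA2, the thioredoxin peroxidase gene YDR453C on chromosome IV (1365072 to 1365662), had 297 ± 1.94 PPM (SD, n = 3) in oxidized and 118 ± 34.7 PPM (SD, n = 3) in reduced cells at 48 hr, and 178 ± 17.1 PPM (SD, n = 3) and 89.5 ± 34.6 PPM (SD, n = 3) at 72 hr. In these 3 genes every oxidized library was above every reduced library of its age. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1, so the p-values come from limma. TSA2 had a log2 fold change of 1.30 at 48 hr and 0.99 at 72 hr, each with a standard error of 0.28 (adjusted p = 0.0022 and 0.015, limma with Benjamini-Hochberg adjustment). At 72 hr its call in limma was lost without oxidized replicate 3 (log2 fold change 0.93, adjusted p = 0.076) or reduced replicate 1 (0.66, adjusted p = 0.23). TSA2 was counted from 45 to 115 reads per group, and its window overlaps by 231 bp that of PPN1 on the opposite strand, which had 72.6 PPM in oxidized and 123 PPM in reduced cells at 48 hr.

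**Figure D2:**
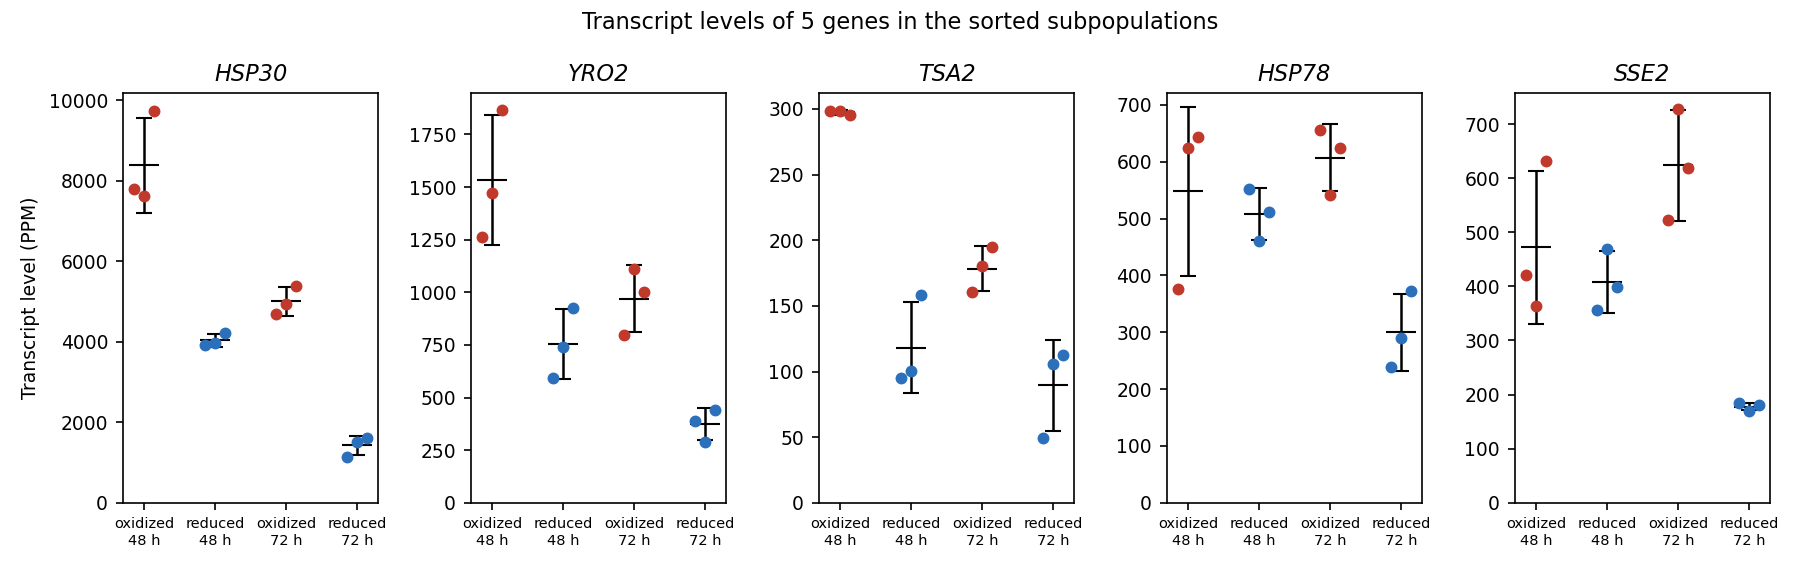
Transcript level in PPM of HSP30, YRO2, TSA2, HSP78 and SSE2 in oxidized (red) and reduced (blue) cells at 48 and 72 hr. Each point is a library, the horizontal line is the mean of 3 libraries and the bar is ± 1 SD. For HSP30, YRO2 and TSA2 the oxidized libraries lie above the reduced libraries at both ages, and for HSP78 and SSE2 the groups overlap at 48 hr and lie apart at 72 hr.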

**Figure 8—figure supplement 1.**
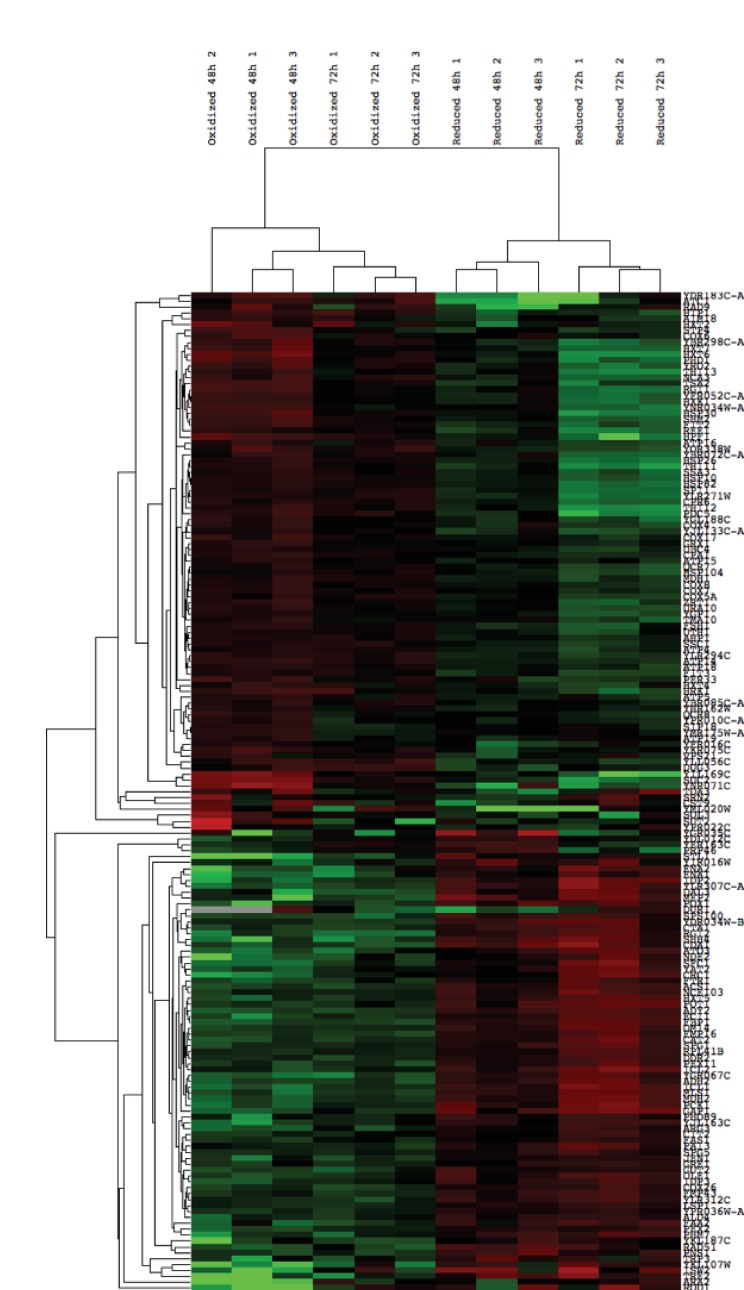
Hierarchical clustering of expression values of all differentially expressed genes (FDR < 0.05) identified in the biological replicates of the post-sorting cells harvested at 48 and 72 hr. Transcripts above the median value of the row are in green, below in red. Each row was normalized by its median and log was taken for visualization purposes. The data was clustered using centered correlation similarity metric.

**Figure 8—figure supplement 2.**
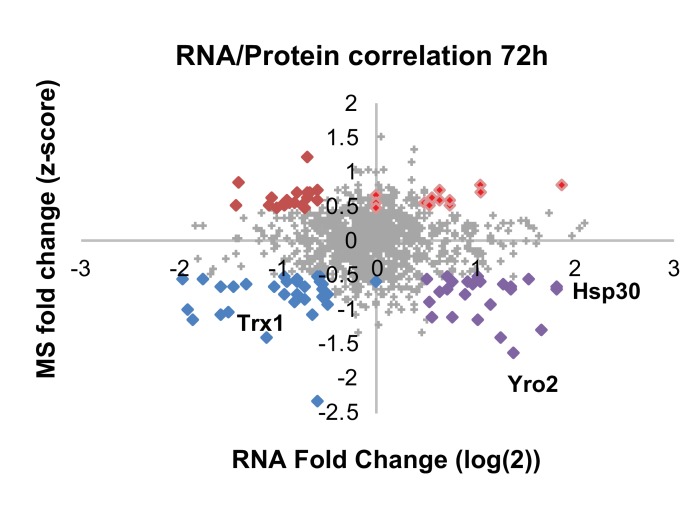
Correlation plot between mRNA and protein expression at 72 hr. Significantly differentially regulated proteins are emphasized in bold and color according to their coupling status (bright red – coupled upregulation in oxidized subpopulation, dark red – uncoupled protein upregulation in oxidized subpopulation, blue – coupled upregulation in reduced subpopulation, purple – uncoupled protein upregulation in reduced subpopulation). Values that fall on the axis reflect transcripts that were present in only one population leading to an infinite fold change, here replaced with ‘zero’.

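Supplementary files 3 and 4 list the paper's differentially expressed proteins with the difference between the subpopulations, oxidized minus reduced. Of the 199 proteins of 48 hr, 196 had a transcript that was tested, and 100 of these transcripts (51.0%, 95% Wilson interval 44.1 to 57.9) differed in the direction of the protein. Of the 149 proteins of 72 hr, 146 had a tested transcript, and 69 (47.3%, 95% Wilson interval 39.3 to 55.3) had the direction of the protein. The intervals cover counting error only, and proteins of one pathway are not independent. Across these genes, which are not independent replicates, the protein difference and the transcript log2 fold change had a Pearson r of 0.011 and a Spearman rho of 0.0061 at 48 hr, and of -0.00062 and -0.036 at 72 hr. The proteins that were measured but not listed as differentially expressed are not analysed here. The transcripts of the 96 proteins higher in oxidized cells at 48 hr had a median log2 fold change of -0.04, at the 53.4th percentile of 10000 random lists matched on mean expression. For the 100 proteins higher in reduced cells the median was -0.07, at the 26.4th percentile. At 72 hr the medians were -0.04 for 76 transcripts (41.9th percentile) and 0.09 for 70 transcripts (93.2nd percentile). Only 12 of the transcripts at 48 hr and 27 at 72 hr passed the threshold of limma's adjusted p. At 48 hr 7 of these 12 had the direction of the protein, 6 of them with both higher in reduced cells, while 4 were higher in oxidized cells with the protein higher in reduced cells and 1 the reverse. At 72 hr 13 of the 27 had the direction of the protein, 9 were higher in oxidized cells with the protein higher in reduced cells and 5 the reverse. RGI1, with a protein difference in the paper of -0.841 at 48 hr, had a transcript log2 fold change of 0.98 (standard error 0.15, adjusted p = 4.0e-06, limma with Benjamini-Hochberg adjustment). GRE1, with a protein difference in the paper of 1.34, had -0.63 (standard error 0.16, adjusted p = 0.015, same test), which did not pass without oxidized 48 hr replicate 1 (adjusted p = 0.18), oxidized 48 hr replicate 2 (0.074) or reduced 48 hr replicate 3 (0.26) or with a pseudocount of 1 PPM (0.053). At 72 hr, CYT1 with a protein difference in the paper of -1.26 had a transcript log2 fold change of 1.55 (standard error 0.28, adjusted p = 3.8e-05 from limma). NCE103, with a protein difference in the paper of 0.870, had -1.36 (standard error 0.17, adjusted p = 2.0e-08 from limma).

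**Figure D3:**
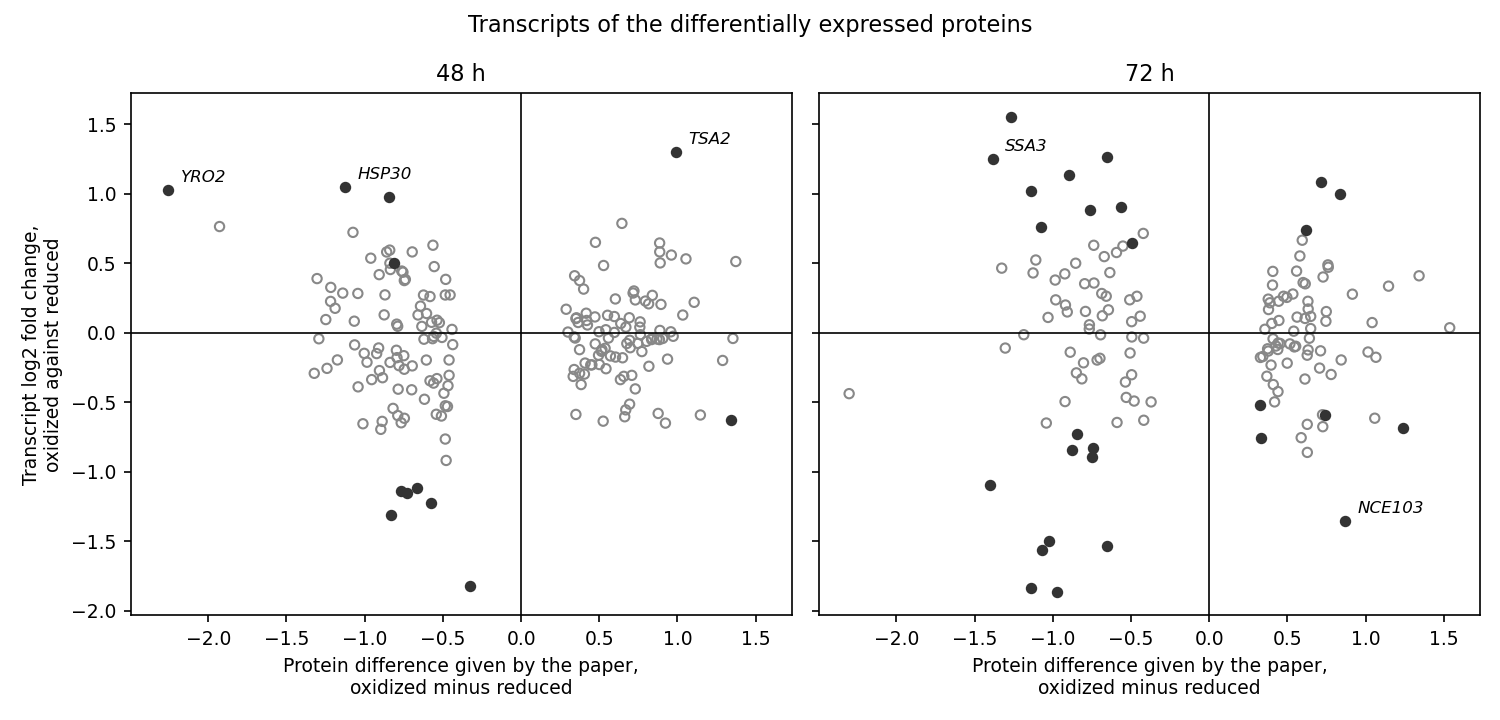
Transcript log2 fold change between oxidized and reduced cells, on the log2(PPM + 10) scale, against the paper's protein difference, oxidized minus reduced, for the differentially expressed proteins at 48 hr (left, 196 genes) and 72 hr (right, 146 genes). Each point is a gene, filled where the adjusted p of its transcript from limma is below 0.05. The points fill all 4 quadrants, and the filled points of YRO2 and HSP30 at 48 hr lie at negative protein and positive transcript differences.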

In examining the general correlation between the transcriptomic and proteomic analysis at 48 and 72 hr (Figure 8C, Figure 8—figure supplement 1), we find that while there is a global correlation in the trend (Figure 8C, Figure 8—figure supplement 1), there are multiple examples of uncoupling in significantly differentially regulated protein and mRNA expression (Figure 8C, Figure 8—figure supplement 1, dark red and purple bold circles). While other studies have shown that protein expression typically corresponds with mRNA expression, expression of transcripts involved in regulatory roles (Marguerat et al., 2012) and aging (Janssens et al., 2015; Wei et al., 2015) have been found to partially decouple.

One of the intriguing examples is Hsp30 and its homologue, Yro2. 

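The transcripts of HSP30 and YRO2 were compared between the subpopulations at 48 hr, the age of Figure 8C. The log2 fold change between oxidized and reduced cells was 1.04 for HSP30 (standard error 0.14, adjusted p = 1.9e-07, limma with Benjamini-Hochberg adjustment) and 1.02 for YRO2 (standard error 0.18, adjusted p = 1.1e-04, same test). With each of the 12 libraries left out in turn, HSP30 stayed between 0.93 and 1.11 and YRO2 between 0.86 and 1.18, both past the threshold each time. HSP30 was counted from 3370 reads in the 3 oxidized and 1981 reads in the 3 reduced libraries, and YRO2 from 626 and 354 reads. With windows placed at the end of the coding sequence, in place of the termination site, neither overlapped that of another annotated gene. An overlap of the authors' own windows is not excluded. In Supplementary file 3 the paper gives protein differences, oxidized minus reduced, of -1.12 for Hsp30 and -2.26 for Yro2 at 48 hr. The transcripts of both genes thus differed by more than the spread between replicates, in the direction opposite to the paper's protein values.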

Although proteins of these genes were upregulated in the reduced cells, their transcripts were shown to be upregulated in the oxidized cells. We may speculate that cellular oxidation might have a differential impact on the half-life time of Hsp30 mRNA and protein molecules, that is, enhancing Hsp30 protein degradation upon elevated oxidation, maintaining high levels of its transcripts over protein molecules. However, future investigations should be done in order to understand the origin of this phenomenon.

As shown previously, Hsp30 is a potential ‘redox keeper’; its deletion leads to a bimodal redox distribution in cells, correlating with high protein levels in the reduced subpopulation. To further investigate the impact of Hsp30 and its associated proteins, Yro2, Hsp78 and Sse2 (Figure 8D), we examined oxidation levels of these protein knockout strains (Figure 7—figure supplement 1, Supplementary file 12). While Hsp30 had a significant impact on the redox status of cells, as we have already shown, its orthologue Yro2 did not. In addition, chaperones Hsp78 and Sse2, which showed no significant redox-dependent change in their transcript levels, had no influence on the cellular oxidation.

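At 48 hr neither transcript differed between the subpopulations by more than the spread between replicates. HSP78, the gene YDR258C (chromosome IV of sacCer3, 971808 to 974243), had 548 ± 149 PPM (SD, n = 3) in oxidized and 508 ± 45.2 PPM (SD, n = 3) in reduced cells, a log2 fold change of 0.07 (standard error 0.20, adjusted p = 0.93, limma with Benjamini-Hochberg adjustment). SSE2, the gene YBR169C (chromosome II, 573915 to 575996), had 472 ± 142 PPM (SD, n = 3) and 408 ± 57.2 PPM (SD, n = 3), a log2 fold change of 0.17 (standard error 0.21, limma adjusted p = 0.80). At 72 hr HSP78 had 607 ± 59.4 PPM (SD, n = 3) in oxidized and 300 ± 67.4 PPM (SD, n = 3) in reduced cells, a log2 fold change of 1.01 (standard error 0.20, adjusted p = 2.3e-04 from limma after Benjamini-Hochberg adjustment). SSE2 had 624 ± 103 PPM (SD, n = 3) and 178 ± 7.35 PPM (SD, n = 3), a log2 fold change of 1.74 (standard error 0.21, limma with Benjamini-Hochberg adjusted p = 5.4e-09). For both genes the 3 oxidized libraries of 72 hr lay above the 3 reduced ones, and the difference passed with each library left out in turn. The change of the redox difference between the ages, tested as an interaction, was 1.57 for SSE2 (standard error 0.30, adjusted p = 0.0011, limma with Benjamini-Hochberg adjustment) and 0.94 for HSP78 (standard error 0.29, limma adjusted p = 0.14), which passed only without reduced 72 hr replicate 3 (1.10, adjusted p = 0.037). The window of SSE2 overlaps by 98 bp that of PEX32 on the opposite strand, which was at 28.7 PPM in oxidized and 72.4 PPM in reduced cells at 72 hr. The paper's own tables give a log2 fold change of 1.81 for SSE2 (FDR 2.4e-15) and 1.02 for HSP78 (FDR 7.0e-06) at 72 hr.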

### The transition from reduced to oxidized cellular state is a threshold-based event

To better understand the switch from reduced to oxidized, we tracked redox changes within individual cells in an attempt to identify how cells transition between these two distinct states.

Using confocal microscopy, we monitored changes in the degree of oxidation (normalized to the cell surface area, henceforth referred to as OxD*, as described in the Materials and methods section) of a specifically chosen cell for 12 hr (Figure 9A). To define the OxD* values we measured the fluorescence of fully reduced and fully oxidized cells at 405 and 488 nm (Figure 9B), as previously described. These measurements were conducted using diluted, unsorted populations of young cells during the early log phase, during which some cells had either lost their plasmid expression or were otherwise Grx1-roGFP2-negative throughout the 12 hr of growth as measured using confocal microscopy. Nonetheless, we successfully monitored specific OxD* changes in over 30 unique cells across 12 hr (Figure 9C–F), and clustered their oxidation trajectories during this time. Interestingly, a subset of these cells maintained their newly reduced state for over 12 hr (the length of the measurement), indicating a strong mechanism for maintaining a reduced environment within the cell (Figure 9C). An additional portion of these cells lost their GFP signal without an increase in the oxidation-related fluorescence profile. The majority of the reduced cells were able to ‘self-correct’ their oxidative status for relatively prolonged periods (Figure 9D) or for a shorter time (Figure 9E) before undergoing oxidation. Surprisingly, this self-correction process existed only below a clear oxidation threshold, at an OxD* of approximately 0.7 (Figure 9C–E). Cells were able to reach OxD*s as high as 0.65 before returning to more reduced values as low as 0.4, at which state they could remain for several hours before crossing the threshold and undergoing rapid oxidation. However, we observed that once cells crossed the oxidation threshold, they were unable to correct their oxidative status and maintained high OxD* values until their eventual cell death (Figure 9A). Meanwhile, a cluster of newly born daughter cells began life at different time points from a wide range of OxD*s, undergoing a simple oxidation process over time with little deviation or correction (Figure 9F).

**Figure 9.**
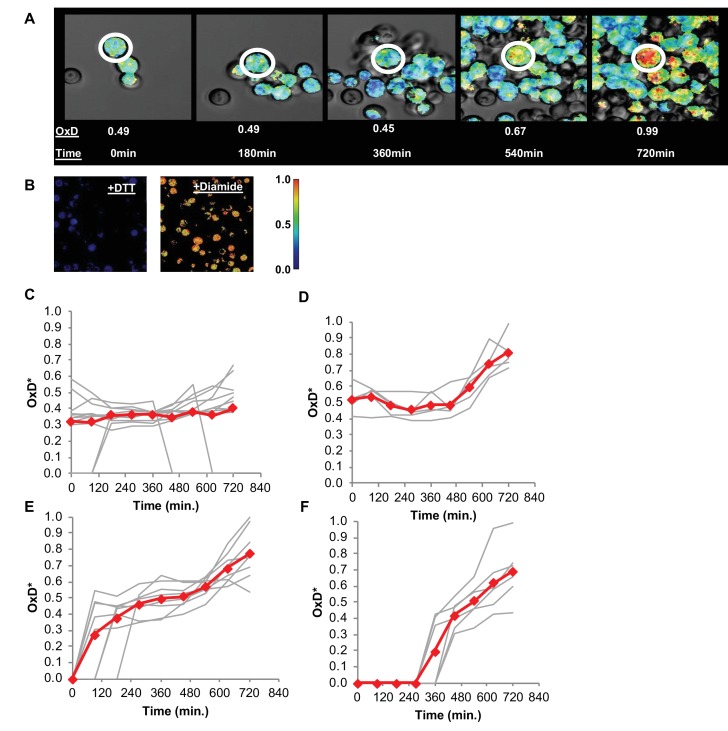
Changes in oxidative status of individual cells over time under confocal microscopy. (**A**) Oxidation over time of a single cell, from reduced to highly oxidized, imaged using confocal microscopy. (**B**) Samples treated with 40 mM DTT and 8 mM Diamide for 15 min and imaged using confocal microscopy. (**C–F**) Oxidation of thirty unique single cells over 12 hr, clustered by trajectory similarity (labeled in red).

Previous research has indicated that in cases of old mother cells with upwards of 10 divisions, the mother cell’s age has an impact on its daughters (Kennedy et al., 1994), leading to reduced lifespans in the new daughter cells. To test the suggestion that some division-dependent aging factor was somehow capable of being transferred to the daughter cells, we looked at cases of OxD* changes in budding mother cells. We measured the mother cells OxD* during and immediately after division, as well as an hour after division. These cells were chosen on the basis of their clear Grx1-roGFP2 signals, as well as the ability to track changes over a long period of time without overlap or extreme movement. Remarkably, we observed that mother and daughter cells had identical OxD* values throughout division and immediately following separation, regardless of the length of division or the mother’s initial OxD* (Figure 10A–C), thus demonstrating that daughter cells inherited even a relatively highly oxidized environment during budding. Moreover, some daughter cells were able to self-correct their inherited OxD* levels once the budding process was completed and were able to reach a more reduced state within less than an hour, even as the mothers crossed the oxidation threshold or maintained their original OxD* (Figure 10C). These findings could suggest that the influence a mother cell has on her daughters may play a more central role in the oxidative stress of the daughter cell in early life.

**Figure 10.**
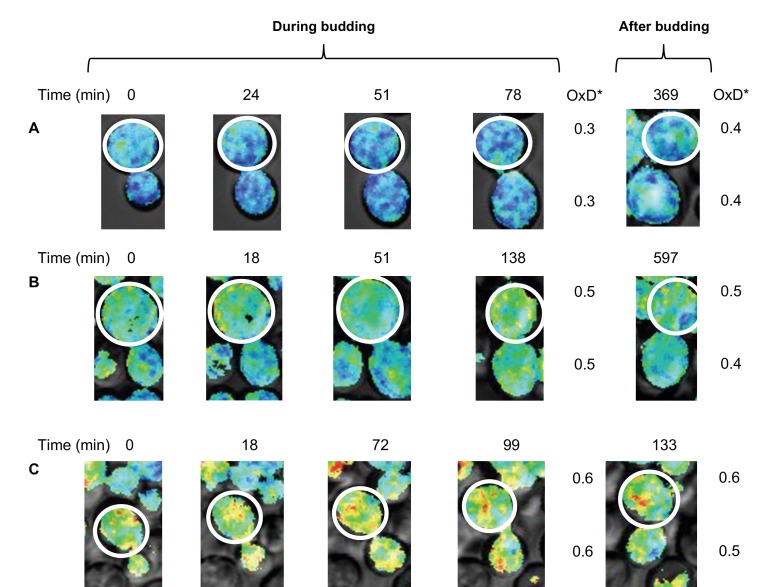
Changes in oxidative status between mother and daughter cells over time under confocal microscopy. (**A–C**) Oxidation levels over time in mother and respective daughter cells during and after budding, showing the shared oxidative status until separation.

## Discussion

### Dissection of redox-dependent heterogeneity

Phenotypic heterogeneity within genetically homogenous cell populations is considered one of the strategies for dealing with fluctuating environments and stress conditions (Elowitz et al., 2002; Maamar et al., 2007; Avery, 2006; Bishop et al., 2007). Studies in bacteria and yeast have revealed that cell-to-cell variation is encoded in the stochasticity of gene and protein expression in a normal or changing environment. Diverse mechanisms have been suggested, ranging from promoter activation and deactivation, the rate of mRNA and protein production, protein and gene modifications, and even metabolic exchange between cells (Campbell et al., 2016). The typical readout of these processes is diversity in protein expression leading to differential growth under standard or stress conditions.

Here, we identified a new type of glutathione-dependent heterogeneity, originating in the redox status of cells, by focusing on cytoplasmic oxidation alongside chronological and replicative aging. Using a self-established, non-laborious methodology to quantify and isolate cells with different oxidation levels, we suggest that the redox status (up to 72 hr growth in standard medium) is a contributing factor in cellular growth and division properties. Clearly, other parameters, such as energy and glucose levels, will affect age-dependent oxidation. An interesting example of this may be seen in Knieß and Mayer (Knieß and Mayer, 2016), in which they find a distinction between fermenting and respiratory conditions on glutathione reduction. Here, they showed an increase in reducing glutathione potential during fermentation, while respiratory cultures have a higher oxidation during replicative aging. This distinction is interesting in comparison with our results regarding replicative aging under aerobic conditions, opening the door to future exploration. Nevertheless, on the basis of our monitoring the time-line of cellular oxidation in aging cells in culture, it is tempting to speculate that the transition from reduced to oxidized status is a threshold-based phenomenon that leads to the emergence of at least two distinct cell subpopulations with different growth potential and biochemical profiles.

Our detection of the redox status of aging yeast cells was based on the cytosolic redox-dependent fluorescent probe, Grx1-roGFP2, which depends on GSH/GSSG levels. The roGFP probes are well-established indicators of in-vivo redox potentials in bacteria (van der Heijden and Finlay, 2015), *C. elegans* (Braeckman et al., 2016), yeast (Morgan et al., 2011), plants (Meyer et al., 2007), and mammals (Dooley et al., 2004), monitoring differences in oxidative stress under a range of diverse conditions. Measurements of roGFP fluorescence are generally based on microscopy imaging, quantifying the OxD values for each independently or, conversely, deriving an average OxD value for the entire population of suspended cells. While the first approach is able to evaluate cell-to-cell variability, it is time-consuming and arduous. In the latter approach, direct fluorescence measurement of a population is fast but not sensitive enough to detect natural variations within a defined population. Our utilization of FACS combines the advantages of fluorescence measurement at the level of the individual cell with a high throughput ability to isolate living cells according to their redox-related properties. Due to the robustness of the Grx1-roGFP2 sensor, the parameters used to define the oxidation gates to quantify the redox levels in the cytosol, mitochondria and peroxisome were very similar. The discrimination between reduced and oxidized cells was clear-cut, enabling rapid and convenient measurements of biologically different samples collected at different days and conditions. These oxidation gates can be applied to any population of yeast cells expressing the roGFP2 variants to define the contribution of a specific gene or condition on cytosolic redox status or in organelles. Measurements of this sort may thus be conducted on a larger scale using knockout-library arrays, ultimately scanning a wide range of mutations and their redox impact across several days. This may contribute to identifying key proteins serving as regulators of redox-dependent heterogeneity or as ‘redox switches’, defining the ability to respond to various forms of oxidative and environmental stress as well. More generally, this approach is not restricted to yeast and may be used in any cell type - from bacteria to mammals.

### Identification of potential positive and negative glutathione-dependent modulators of redox homeostasis: Hsp30, Dhh1, and Pnc1

In this study, we identified three proteins that had a significant impact on the redox status of yeast at early and late stages of chronological aging: two negative regulators, Hsp30 and Dhh1 that maintain a reducing environment, and one negative regulator, Pnc1, deletion of which decreases cellular oxidation.

Hsp30 is a plasma membrane heat shock protein which is induced by different stress conditions, including heat shock, exposure to ethanol, glucose limitation, oxidation and entry into the stationary phase (Piper et al., 1994; Seymour and Piper, 1999; Thakur and Chakrabarti, 2010; Kim et al., 2006) During heat shock, deletion of Hsp30 leads to inhibition of the Pma1H+ -ATPase, preserving cellular ATP levels (Panaretou and Piper, 1992). Moreover, deletion of Hsp30 is correlated with a decrease in superoxide dismutase (*sod1*) expression (Thakur and Chakrabarti, 2010), which might correspond with elevated cellular oxidation. 

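At 72 hr the HSP30 transcript was higher in oxidized than in reduced cells by a log2 fold change of 1.82 (standard error 0.14, adjusted p = 1.8e-15, limma with Benjamini-Hochberg adjustment). It stayed between 1.67 and 1.92 with each library left out in turn. The redox difference was larger at 72 hr than at 48 hr by 0.78 on the log2 scale (standard error 0.19, adjusted p = 0.027 for the interaction in limma). This interaction no longer passed the threshold in 8 of the 12 fits with a library left out, namely those without oxidized 48 hr replicate 1 or 2, reduced 48 hr replicate 2 or 3, any oxidized 72 hr replicate or reduced 72 hr replicate 1, with values of 0.63 to 0.82 and adjusted p-values from limma of 0.055 to 0.20. It also did not pass with a pseudocount of 1 PPM (limma adjusted p = 0.055) or without a filter (0.090). From 48 to 72 hr the HSP30 transcript fell by 0.74 on the log2 scale in oxidized cells (adjusted p = 0.0011, limma) and by 1.51 in reduced cells (adjusted p = 4.0e-12, limma). Hsp30 is among the proteins that the paper lists as differentially expressed at 48 hr and not among those it lists for 72 hr (Supplementary files 3 and 4).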

Interestingly, our transcriptomic and proteomic analysis revealed an opposite regulation profile of Hsp30, pointing to an upregulation of gene expression under an oxidizing environment after 48 and 72 hr of growth, alongside downregulation at the protein level at the same time. Moreover, deletion of Hsp30 led to a significant increase in cellular oxidation, suggesting that indeed high Hsp30 protein levels keep the cells reduced. The proteomics analysis showed that upregulation of Hsp30 in the reduced cells was coupled with its native partners, all of which were upregulated in the reduced cells (Figure 6C: Dhh1, catalase Ctt1, chaperones Hsp78 and Sse2, Hxt5, and Yro2). Interestingly, an orthologue of Hsp30, Yro2, had a similar protein-transcript anti-correlation; however, deletion of Yro2 had a lesser impact on the redox status than Hsp30.

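The YRO2 transcript at 72 hr was higher in oxidized cells by a log2 fold change of 1.36 (standard error 0.18, adjusted p = 9.4e-08, limma with Benjamini-Hochberg adjustment), past the threshold with each library left out in turn. Its redox difference changed between the ages by 0.34 (standard error 0.26, adjusted p = 0.74 for the interaction in limma), which is within the spread between replicates. From 48 to 72 hr YRO2 fell by 0.99 on the log2 scale in reduced cells (adjusted p = 2.4e-04, limma), while the fall by 0.65 in oxidized cells did not pass the threshold (adjusted p = 0.11, limma). The paper lists the Yro2 protein as differentially expressed at 48 hr and does not list it for 72 hr.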

An antagonistic abundance in the RNA and protein levels suggests a potential impairment of Hsp30 protein turnover in oxidized cells. Most probably, gene expression is induced upon oxidation but protein translation is not efficient enough to sustain levels of Hsp30 that would maintain the reducing environment. This correlates with the downregulation of protein biogenesis and energy production, along with increased proteasome activity in the oxidized cells. Thus, enhanced protein turnover (either due to low translation rates or high proteolysis rates) may push the transcriptional machinery to produce high levels of Hsp30 mRNA without reaching critical protein concentration that serves as a ‘redox keeper’ of yeast cells.

Furthermore, analysis of the cellular oxidation (405/488 nm fluorescence intensities) pointed to a unique bi-modular distribution of distinct reduced and oxidized populations of cells that are preserved during chronological aging. This suggests that Hsp30 enhances redox heterogeneity, and represents a fascinating role for Hsp30 that may be investigated further in the future.

In addition to Hsp30, we identified another potential ‘redox keeper’, a highly conserved RNA DEAD-box helicase Dhh1, whose protein levels are upregulated in the reduced cells and whose deletion leads to elevated oxidation from early stages of cell growth. Dhh1 is a stress granule-associated helicase, involved in mRNA metabolism (Buchan et al., 2010; Swisher and Parker, 2010). In contrast to Hsp30, deletion of the *dhh1* gene led to a global cellular collapse, altering growth, morphology, and possibly inducing high rates of apoptosis. Therefore, changes in cellular oxidation might be a secondary effect accompanying growth arrest. Interestingly, other stress granule-associated proteins were upregulated in the reduced cells, including mRNA cleavage factor Hrp1, the translation initiation factor eIF-4B, Tif3, 5'−3' exonuclease, Xrn1, and the eIF3b subunit of the eIF3 translation initiation factor, Prt. This might suggest that downregulation of these proteins leads to a collapse in redox status and migration of these proteins to p-bodies for mRNA decay and transcription inhibition. 

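The transcripts of DHH1, TIF3, XRN1, PRT1 and HRP1 were compared between oxidized and reduced cells at both ages, and none passed the threshold in limma with Benjamini-Hochberg adjustment. DHH1, the helicase gene YDL160C (chromosome IV of sacCer3, 170410 to 171930), had 237 ± 76.0 PPM (SD, n = 3) in oxidized and 291 ± 18.4 PPM (SD, n = 3) in reduced cells at 48 hr. Its log2 fold change was -0.33 at 48 hr and -0.16 at 72 hr, each with a standard error of 0.24 (adjusted p = 0.58 and 0.78, limma with Benjamini-Hochberg adjustment). TIF3, the gene YPR163C (chromosome XVI, 868645 to 869955), had log2 fold changes of -0.29 and 0.32, each with a standard error of 0.26 (limma adjusted p = 0.69 and 0.56). XRN1, the exonuclease gene YGL173C (chromosome VII, 175527 to 180113), had 0.43 and -0.66, each with a standard error of 0.26 (limma adjusted p = 0.47 and 0.11). PRT1, the gene YOR361C (chromosome XV, 1015361 to 1017652), had -0.20 and 0.12, each with a standard error of 0.41 (limma adjusted p = 0.90 and 0.91). HRP1, the mRNA cleavage factor gene YOL123W (chromosome XV, 87844 to 89448), had 49.0 ± 19.5 PPM (SD, n = 3) in oxidized and 100 ± 31.03 PPM (SD, n = 3) in reduced cells at 48 hr, and 90.0 ± 28.4 PPM (SD, n = 3) and 158 ± 25.2 PPM (SD, n = 3) at 72 hr. Its 3 reduced libraries lay above the 3 oxidized ones at both ages. The log2 fold change of HRP1 was -0.92 at 48 hr and -0.78 at 72 hr, each with a standard error of 0.35 (adjusted p = 0.15 and 0.18, limma with Benjamini-Hochberg adjustment), and no alternative brought it past the threshold. HRP1 was counted from 19 reads in oxidized and 53 reads in reduced cells at 48 hr, and the windows of HRP1 and of SMF1 on the opposite strand overlap by 157 bp. The self-test on simulated libraries of this depth held only changes of 2-fold and 4-fold, with the same dispersion for all genes. It recovered 54.5% of the changed genes at 48 hr and 54.5% at 72 hr. Of those changed 4-fold it recovered 77% and 80%, so 2-fold changes were recovered less often. Smaller changes were not simulated, and a change in any of these 5 transcripts could be missed. The paper's protein differences at 48 hr, oxidized minus reduced, are -0.538 for Dhh1, -1.32 for Tif3, -0.755 for Xrn1, -0.606 for Prt1 and -0.479 for Hrp1.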

Interestingly, transcripts of all these proteins, except Hrp1, did not show significant change, suggesting that protein turnover or translation rate might play a significant role in the redox homeostasis, rather than gene expression.

In contrast to the positive effect of Dhh1 and Hsp30, the nicotinamidase Pnc1 was found to be upregulated in the oxidized cells. The null mutant had lower OxD levels than the wild type, suggesting that Pnc1 deficiency in cells with normal redox status might lead to reducing stress, while in oxidized cells its upregulation might have a different effect. Previous studies have shown that deletion of Pnc1 increases nicotinamide levels, which inhibit the histone deacetylase Sir2 and lead to apoptosis or a decrease in life span (Anderson et al., 2003; Belenky et al., 2007; Gallo et al., 2004). Thus, we propose that Pnc1 might serve as a link between increased reduced stress, nicotinase accumulation, and a decrease in cell viability.

### Threshold-based mechanism and mother-daughter inheritance underline cellular oxidation

Until now it was believed that most oxidative stress comes from age-dependent damage or genetic alterations. However, an intriguing observation of our study is that there were cells with increased OxD values but no division scars in a genetically identical population. To understand the source of oxidation of these ‘newly born’ oxidized cells, we decided to monitor changes in the cellular oxidation utilizing real-time imaging over 12 hr. When examining the distribution of oxidation levels across 12 hr, as expected, we found a clear decrease in the number of reduced cells over time, with the peak shifting towards oxidized, Grx1-roGFP2-negative and damaged cells. Notably, the redox status of cells fluctuated with time, suggesting the activity of a self-repair mechanism until a specific threshold is reached, approximately 70% of maximal oxidation; above this threshold, cells remain permanently oxidized. Analysis of the daughter cells revealed that their oxidation level was identical to that of their mother cells, lasting for several hours ‘after birth’. Since the oxidized state received by the daughter cells from the mother is maintained for several hours, and thus exceeds their duplication time, we suspect it is a regulated mechanism and not simple diffusion of the Grx1-roGFP2 sensor with predefined oxidation.

In the future, it would be interesting to characterize modulators of this intrinsic property of cells to maintain their redox status until the observed threshold, as well as to bequeath its redox profile to the daughter cells. For this, advanced technology should be developed enabling sorting cells based on their redox profile monitored during defined period of time. We believe that the methodology described here can be a basis for development of more advanced technology in the future.

## Materials and methods

### Yeast strains, growth conditions and Grx1-roGFP2 probes

The *S. cerevisiae* strains used in this study was the haploid wild-type (BY4741; *MATα, leu2Δ3 his3Δ1 met15Δ0 ura3-0*),as well as BY4741 deletion strains made using the pFA6 KO plasmid (Longtine et al., 1998) provided by the Schuldiner laboratory. Additional strains with Mother Enrichment Program genetic modifications (Lindstrom and Gottschling, 2009) were provided by the Ravid laboratory. The strains were transformed with Grx1-roGFP2, Grx1-Su9-roGFP2, and Grx1-roGFP2-SKL probes (Elbaz-Alon et al., 2014) (kindly provided by Bruce Morgan and Maya Schuldiner, respectively) and grown overnight from plate on 2–4 ml minimal modified casein amino acid (described below) under aerobic conditions, supplemented with amino acids corresponding to plasmid selection. Cultures were then diluted to an OD_600_ of approximately 0.25 on 4–10 ml to ensure fresh growth and brought to their logarithmic phase of OD_600_ of approximately 0.75, which marked ‘time zero’. Samples were grown at 30°C under constant agitation. Transformations were refreshed every 2–3 weeks in an adapted version of the protocol from (Morgan et al., 2011).

### Modified casein amino acid medium

0.017% yeast nitrogen base (w/o amino acids and ammonium sulfate), 0.5% ammonium sulfate, 2% glucose, 0.2% casamino acid mix, 0.000004% Trp, 0.000005% Thr (amino acids to excess; subject to minor variation), 1% adenine in DDW.

### Calculation of OxD

OxD (the degree of oxidation) was calculated directly from six measured intensities:

$$OxD_{roGFP2}=\frac{I405*I488_{red}-I405_{red}*I488}{I405*I488_{red}-I405*I488_{ox}+I405_{ox}*I488-I405_{red}I488}$$

This same equation can be rewritten using direct wavelength ratios:

$$OxD_{roGFP2}=\frac{R-R_{red}}{\left(R_{ox}-R\right)+\left(R-R_{red}\right)}$$

Normalization was conducted using the fluorescence intensities of the oxidized/reduced samples measured at 24 hr for all time points.

Calculations of OxD under confocal microscopy was normalized according to surface area rather than total fluorescence. This is referred to as OxD*.

$$OxD^{*}=\frac{I_{mean\;of\;area\;of\;cell}-I_{red}}{I_{ox}-I_{red}}$$

### Monitoring yeast growth

Growth curves were conducted on sorted yeast samples using a TECAN Infinite 200 PRO series, using an adapted version of the protocol from (Morgan et al., 2011). Measurements were initiated using 4.5 million cells sorted according to their redox status. Yeast incubation and OD_600_ measurements, as well as minimal doubling times, were analyzed using MDTCalc. Minimum doubling time was assessed by first calculating the log10 value of each point during logarithmic growth, and then measuring the slope between each set of consecutive points. The value of this slope was then inverted (representing the minimal time it took the sample point to ‘double’), providing the minimal doubling time value.

### Flow cytometry analysis of redox ratios and sorting

Yeast cells transformed with Grx1-roGFP2 probes and treated with 1:250 (1 μl) propidium iodide Sigma p4170 for 15 min (adapted from the protocol described by Ocampo at al [Ocampo and Barrientos, 2011]) were measured during their extended stationary phase every ~24 hr using no more than 1.0 OD_600_ (10 μl), suspended in 240 μl phosphate buffered saline (PBS x 1). Total oxidation and reduction of the cultures were determined through addition of 10 μl 1M dithiothreitol (DTT) (40 mM) and 10 μl 0.2M diamide (8 mM) to 230 μl PBS x 1. Flow cytometry analysis was performed using a sorting-equipped FACS Aria III flow cytometer, with 405, 488 and 531 nm lasers (BD Biosciences, San Jose, CA) and the flow cytometry data was analyzed using FACSDiva software (BD Biosciences). Voltage settings for the SSC, FSC, 405 nm and GFP channels were kept constant for all experiments. For maximal discrimination between reduced and oxidized Grx1-roGFP2, we used 2D dot plots with linear rather than log scales. Measurements were taken at 405 and 488 nm for OxD calculations and redox ratio, while dead cells were gated out using propidium iodide labeling (excitation at 531 nm and emission detected by a 660 nm filter). Each analyzed population had a sample size of 10,000 standard cells.

### Sample preparation for mass spectrometry

Sorting was based on the redox ratio, using 9 million cells suspended in PBS. Cells were then lysed using 300 μl 0.2M NaOH and resuspended using a lysis buffer (100 mM DTT [15.425 mg DTT], 100 μl 1M Tris HCl pH 7.5, 100 μl SDS 20%, complete with DDW to 1 ml). Samples were then diluted using 400 μl of a urea buffer (8M urea in 0.1M Tris HCl pH 8.5), loaded onto a filter, and centrifuged for 10 min at 12,000 g following the standard FASP protocol (Wiśniewski et al., 2009). This process was repeated three times, with flow-through discarded, after which samples were incubated in the dark for 60 min with 0.5M iodoacetamide and urea buffer (final iodoacetamide concentration of 0.05M), under constant agitation (350 rpm, 25°C). Samples were then washed again three times with urea buffer and twice with digestion buffer (10% ACN, 25 mM Tris HCl pH 8.5), then centrifuged at 12,000 g for 8 min. Filters were transferred to a new collection tube, suspended in 300 μl of digestion buffer with 1 μl of trypsin (Promega), mixed for 1 min at 600 rpm, and left overnight at 350 rmp, 37°. Following digestion, samples were centrifuged for 10 min at 12,000 g.

The peptide concentration was determined, after which the peptides were loaded onto stage tips in equal amounts. Stage tips were activated using 100 μl MS-grade methanol (100% MeOH) and centrifuged for 2 min at 2,000 g, after which they were cleaned with 100 μl of elution buffer (80% ACN, 0.1% formic acid) and centrifuged again for 2 min at 2,000 g. The stage tips were returned to their hydrophilic state by suspension in 100 μl of buffer A (0.1% HPLC-grade TFA) and centrifugation at 2,000 g for 2 min, repeated once. 10–30 μg of protein was then loaded per stage tip (as per protein preparation above), and centrifuged at 1,000 g for 2 min. Proteins were then washed twice with 100 μl buffer A at 1,000 g for 2 min and transferred to a new collection tube. Peptides were eluted using 60 μl buffer B (80% ACN, 0.1% HPLC-grade TFA) centrifuged at 250 g for 2 min, and another 30 μl buffer B centrifuged at 250 g for 2 min. Samples were then dried using a SpeedVac for 18 min at 1,300 rpm at 35°, after which they were dissolved in 6–12 μl of buffer A and prepared for tandem mass spectrometry analysis.

### Nano-LC-MS/MS analysis

The peptides were injected into a Nano Trap Column, 100 μm i.d. ×2 cm, packed with Acclaim PepMap100 C18, 5 μm, 100 Å (Thermo Scientific) for 8 min at flow 5 ul/min, and then separated on a C18 reverse-phase column coupled to the Nano electrospray, EASY-spray (PepMap, 75 mm x 50 cm, Thermo Scientific) at flow 300 nl/min using an Dionex Nano-HPLC system (Thermo Scientific) coupled online to Orbitrap Mass spectrometer, Q Exactive Plus (Thermo Scientific). To separate the peptides, the column was applied with a linear gradient with a flow rate of 300 nl/min at 35°C: from 1% to 35% in 100 min, from 35% to 55% in 43 min, from 55% to 90% in 5 min, and held at 90% for an additional 30 min, and then equilibrated at 1% for 20 min (solvent A is 0.1% formic acid, and solvent B is 80% acetonitrile, 0.1% formic acid). The Q Exactive was operated in a data-dependent mode. The survey scan range was set to 200 to 2000 m/z, with a resolution of 70,000 at m/z. Up to the 12 most abundant isotope patterns with a charge of ≥2 and less than seven were subjected to higher-energy collisional dissociation with a normalized collision energy of 28, an isolation window of 1.5 m/z, and a resolution of 17,500 at m/z. To limit repeated sequencing, dynamic exclusion of sequenced peptides was set to 60 s. Thresholds for ion injection time and ion target value were set to 70 ms and 3 × 10^6^ for the survey scans and to 70 ms and 10^5^ for the MS/MS scans. Only ions with ‘peptide preferable’ profile were analyzed for MS/MS. Data was acquired using Xcalibur software (Thermo Scientific). Column wash with 80% ACN for 40 min was carried out between each sample run to avoid potential carryover of the peptides.

### Data analysis and statistics of the proteomic data

For protein identification and quantification, we used MaxQuant software (Cox and Mann, 2008), version 1.5.3.30. We used Andromeda search incorporated into MaxQuant to search for MS/MS spectra against the UniProtKB database of Saccharomyces cerevisiae proteome, (Uniprot release, Aug 2016). The identification allowed two missed cleavages. Enzyme specificity was set to trypsin, allowing N-terminal to proline cleavage and up to two miscleavages. Peptides had to have a minimum length of seven amino acids to be considered for identification. Carbamidomethylation was set as a fixed modification, and methionine oxidation was set as a variable modification. A false discovery rate (FDR) of 0.05 was applied at the peptide and protein levels. An initial precursor mass deviation of up to 4.5 ppm and fragment mass deviation up to 20 ppm were allowed. Only proteins identified by more than two peptides were considered. To quantify changes in protein expression we used the label-free quantification (LFQ) using the MaxQuant default parameters (Cox and Mann, 2008). For statistical and bioinformatic analysis, as well as for visualization, we used Perseus software (http://141.61.102.17/perseus_doku/doku.php?id = start). For functional enrichment analysis, the DAVID webserver (Huang et al., 2009) was used. The STRING server (http://string-db.org/) (Szklarczyk et al., 2015) was used to define protein interaction networks, which were visualized by using Cytoscape software (Shannon et al., 2003). Proteomic data was uploaded to the PRIDE database (Wang et al., 2012) with the dataset identifier PXD009443.

### RNA purification for the transcriptomic analysis

Cells were incubated with Proteinase K (Epicentre MPRK092) and 1% SDS at 70°C to release the RNA. Cell debris was precipitated by centrifugation in the presence of KOAc precipitation solution. Finally, the RNA was purified from the supernatant using nucleic acid binding plates (UNIFILTER plates, catalog #7700–2810) and was stored with RNAse-inhibitor (Murine #M0314L) at −80°C.

### 3’ RNA library preparation

Total RNA (~20 ng per sample) was incubated with oligo-dT RT primers with a 7 bp barcode and a 8 bp UMI (Unique Molecular Identifier) at 72°C for 3 min and transferred immediately to ice. RT reaction was performed with SmartScribe enzyme (TaKaRa Lot# 1604343A) at 42°C for one hour followed by incubation at 70°C for 15 min. Barcoded samples were then pooled and purified using SPRI beads X1.2 (AMPure XP). DNA-RNA molecules were tagmented using Tn5 transposase (loaded with oligo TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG) and 0.2% SDS was used to strip off the Tn5 from the DNA, followed by a SPRI X2 clean up. NGS sequences were added to the tagmented DNA by PCR (KAPA HiFi HotStart ReadyMix 2X (KAPA Biosystems KM2605), 12 cycles). Finally, DNA was purified using X0.65 SPRI beads followed by X0.8 SPRI beads. The library was sequenced using Illumina NextSeq-500 sequencer.

### RNA sequence analysis

Reads were mapped to the yeast genome (sacCer3) using bowtie2 with default parameters (Langmead et al., 2009). Duplicated reads were filtered using UMI, to remove PCR bias. To estimate the expression level of each gene we counted the number of reads that mapped to the 3’ end of the gene (from 350 bp upstream to 200 bp downstream of TTS). 

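In the deposited table, 1 read was worth between 4.15 PPM in the deepest library (reduced 48 hr replicate 1) and 11.1 PPM in the shallowest (oxidized 48 hr replicate 1). All values of all 12 libraries, 100% of them, were whole multiples of this step within 0.01 read, and multiplying back gave the reads per gene. Between 45 and 127 reads of a library were not on the genes kept. The step sets the precision of weakly expressed genes. A gene without reads in the 3 libraries of a group could still have had up to 7.75 PPM in oxidized and 6.09 PPM in reduced cells at 48 hr, and 6.65 and 5.77 PPM at 72 hr, which is what 3 reads of the pooled total amount to. These limits cover counting error only. Because PPM is relative to the total, abundant transcripts weigh on all others. The 10 most abundant transcripts of a library took between 8.07% and 14.9% of its reads, and HSP26 alone between 0.80% and 3.75%.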

The read counts in each sample were normalized to PPM (divided by the total number of reads and multiplied by 10^6^). The P-value of the differential expression analysis was obtained as described by Anders and Huber (Anders and Huber, 2010), and corrected for multiple hypothesis testing using FDR. Transcriptomic data was uploaded to the GEO database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112997).

### Imaging of the yeast cells

#### Microscopy used for Figure 2

Yeast strains were grown on synthetic media without uracil for selection. Imaging was performed using ScanR automated inverted fluorescent microscope system (Olympus). Images of cells were obtained in 384-well plates at 24°C using a 60 × air lens (NA 0.9) with an ORCA-ER charge-coupled device camera (Hamamatsu). Images were acquired in the GFP channel (excitation filter 490/20 nm, emission filter 535/50 nm).

#### Confocal microscopy used for Figures 8–9

The yeast cells were grown with anti-fluorescent medium, supplemented with casein and amino acids corresponding to plasmid selection and filtered with 0.22 uM filters. Samples were grown overnight on anti-fluorescent medium diluted 1:10 and again 1:3 at OD_600_ of approximately 0.25. 500 μl of sample was then placed on sterile μ-slides (Ibidi, GmbH, Munich, Germany) coated with Concanavalin A (C2272 SIGMA) and incubated several minutes before taking out excess. Cells were observed using time-lapse confocal microscopy (Olympus FV-1200) with 405 and 488 nm lasers. Images were taken every 5–20 min for 6–12 hr while at 30°C and were analyzed using the ImageJ software.

### Seahorse assay

Samples were collected after sorting by centrifugation at 3,700 g for 5 min. The pellet was resuspended in synthetic media without uracil, supplemented with 2% glucose (Simpkins et al., 2016), and transferred into an eight welled Seahorse XFp Flux Analyzer Miniplates (Seahorse Bioscience) coated previously with Concanavalin A (Sigma-Aldrich). Each well was loaded with 3*10^6^ cells and miniplates were centrifuged at 50 g for 1 min (Ghosh et al., 2014); the plates were then incubated in 30°C for 20 min without CO_2_. The Seahorse XFp Extracellular Flux Cartridge was incubated with the XF calibrant overnight at 30°C per manufacturers instruction and was used to calibrate the Seahorse XFp Analyzer. The miniplates were then analyzed with measurement of the basal oxygen consumption rates (OCR) and extracellular acidifications rates (ECAR) that correlate to oxidative - phosphorylation and glycolysis, using the following parameters: initial time 12 min, to allow equilibration of the samples, mixing 3 min, measuring 3 min, the temperature was set to 30°C.

### Scar counting and budding

Samples were collected after sorting by centrifuging at 3,700 g for 5 min; the pellet was resuspended with 500 μl of PBS. After transferring liquid to Eppendorfs, samples were centrifuged at max speed for 1 min and the pellet was resuspended with 4% paraformaldehyde and incubated 10 min. Paraformaldehyde was washed with PBS. The pellet was resuspended with 20 μl of PBS and 2 μl of Calcofluor (18909 SIGMA-ALDRICH) and incubated at room temp for 10 min. Samples were washed with PBS before placing on glass slides. Images were taken by confocal microscopy (Olympus FV-1200) and kept at 30^c^ throughout the process. Scars and buds were analyzed using the ImageJ software and manually counted.

### Mother enrichment program system and scar count assessment

Cells were labeled with Sulfo-N-Hydroxysuccinimide-LC Biotin (Sulfo-NHS-LC Biotin) at a concentration of 2 × 10^4^/mL and stored on glycerol at −80°C until resuspension in filtered minimal modified casein amino acid medium containing 1 μM estradiol. The estradiol is necessary to induce elimination of the daughter cells, according to the Mother Enrichment Program. These samples were incubated for various time periods (0–72 hr) and harvested together. Cells were pelleted by low speed centrifugation, followed by treatment with Texas Red-X conjugate of wheat germ agglutinin (WGA) lectin (W21405, ThermoFisher Scientific) at a concentration of 0.02 mg/mL, which preferentially binds to bud scars (Chen and Contreras, 2004). Cells were then analyzed using flow cytometry with excitation at 405, 488, and 561 nm (as described earlier). Unlike earlier analysis, bud scar assessment was approximated into two groups, ‘high scar count’ and ‘low scar count’. Due to the expanded size of cells following increased division, the range of analyzed cells was enlarged accordingly to more accurately represent the new population. Similarly, detection of the oxidized and reduced subpopulations shifted slightly with the increased size and the corresponding gates were very moderately adjusted.

# Supplementary material for: Temporal profiling of redox-dependent heterogeneity in single cells
**Source:** eLife. 2018 Jun 5;7:e37623. doi: 10.7554/eLife.37623
**Supplement:** Supplementary file 1.

**Supplementary File 1.** Comparison of OxD values of wild type and knockout strains (related to Figure 2F).

| Strain | cytosol | peroxisome |
| --- | --- | --- |
| *Δpex3* | 9.0E-01 | < 1.0E-05 |
| *Δcat2* | 2.5E-01 | 1.0E-03 |
| *Δatg36* | 1.6E-01 | < 1.0E-05 |
| *Δahp1* | 4.0E-01 | 1.0E-03 |

The p-values for T-student test calculated using two tail similar variance.

# Supplementary material for: Temporal profiling of redox-dependent heterogeneity in single cells
**Source:** eLife. 2018 Jun 5;7:e37623. doi: 10.7554/eLife.37623
**Supplement:** Supplementary file 5.

#### Supplementary File 5. Comparison of wild type and knockout strains OxD values (related to Figure 6E).

| Strain | Day 1 | Day 2 | Day 3 |
| --- | --- | --- | --- |
| *Δtsa2* | 1.27E-02 | 1.34E-04 | 2.60E-01 |
| *Δdhh1* | 1.36E-05 | 6.73E-08 | 1.86E-08 |
| *Δhbt1* | 5.76E-04 | 3.38E-05 | 5.04E-06 |
| *Δpnc1* | 3.50E-03 | 3.67E-05 | 3.05E-06 |
| *Δhsp30* | 4.51E-07 | 8.78E-08 | 8.32E-05 |
| *Δgdh2* | 6.37E-01 | 1.07E-05 | 4.63E-06 |

The p-values for T-student test calculated using two tail similar variance.

# Supplementary material for: Temporal profiling of redox-dependent heterogeneity in single cells
**Source:** eLife. 2018 Jun 5;7:e37623. doi: 10.7554/eLife.37623
**Supplement:** Supplementary file 12.

#### Supplementary File 12. Comparison of wild type and knockout strains OxD values (related to Figure 7).

| Strain | Day 1 | Day2 |
| --- | --- | --- |
| *Δhsp30* | 4.51E-07 | 8.78E-08 |
| *Δsse2* | 1.85E-02 | 2.62E-02 |
| *Δyro2* | 3.75E-03 | 1.91E-03 |
| *Δhsp78* | 1.10E-02 | 2.52E-03 |

The p-values for T-student test calculated using two tail similar variance

How the deposited data were processed for this re-analysis (not part of the article)

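The deposited table gives the transcript levels of yeast cells that express Grx1-roGFP2 and were sorted into oxidized and reduced subpopulations after 48 or 72 hr of growth, 3 libraries in each of 4 groups. The authors sequenced the 3′ ends of polyadenylated RNA with molecular identifiers, aligned the reads with bowtie2 under default settings to sacCer3, removed duplicates by identifier, counted the reads from 350 bp upstream to 200 bp downstream of each transcription termination site, and divided by the total reads of the library. The deposited values are therefore PPM, deduplicated reads of each gene relative to all reads of its library, which is the same scale as RPM. The bowtie2 version, the annotation and the use of strand are not stated. The authors tested differences with the method of Anders and Huber.

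The table separates its columns by tabs, but 553 genes stand in blocks that are separated by commas. These were split at the commas. The genes YCR013C and PYC1, broken over 2 lines each, were left out, and 6645 genes were kept. Because an automatic check of the unit reads the table at tabs only and cannot read those blocks, the unit was recorded as other and not as RPM, and no test for counts was run. Whole reads, recovered from the steps of the PPM values, were used only to describe depth, to thin the libraries and to simulate data. The design written before the data were examined was kept. Gene names were matched to the sacCer3 annotation for 5926 genes and not for 719. Overlaps of counting windows were computed from the end of the coding sequence in that annotation, in place of the termination site. Above 0 in at least 1 library were 6308 genes, and 286 of them have the same values as another gene in all 12 libraries.

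The total reads were 90403, 107265 and 189735 for oxidized replicates 1 to 3 at 48 hr, 241084, 119178 and 132978 for reduced at 48 hr, 143340, 138631 and 169638 for oxidized at 72 hr, and 201379, 141471 and 177466 for reduced at 72 hr. The Pearson correlation of log2(PPM + 10) was 0.848 to 0.911 between libraries of a group and 0.808 to 0.909 between libraries of different groups.

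From the deposited PPM, log2(PPM + 10) was computed in R 4.3.3, and genes with a mean of at least 20 PPM over 12 libraries were tested with limma 3.58.1 (lmFit, and eBayes with a trend in the mean), with 45.1 prior degrees of freedom. One fit with 4 group means gave the difference between oxidized and reduced cells at each age, the difference between 72 and 48 hr in each subpopulation, the average of each and the interaction. The Benjamini-Hochberg adjustment was made within each comparison, with a threshold of 0.05. Differences are oxidized minus reduced and 72 hr minus 48 hr. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

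Tested on simulated libraries with the reads per library of the real ones, a dispersion of 0.0139 and 200 genes changed, the fit recovered 54.5% of the changed genes at 48 hr (77% of those changed 4-fold, 4750 genes tested) and 54.5% at 72 hr (80% of those changed 4-fold). It recovered 73.5% for the averaged redox difference and 36.5% for the interaction (4756 genes tested). At 48 hr 11 unchanged genes were called, 9.17% of the calls, and at 72 hr 4, 3.54% of the calls. Comparisons in which nothing was changed gave 0 calls. The simulated changes were 2-fold or 4-fold, and the same dispersion was used for all genes.

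Gene lists were tested with camera and, as an alternative, fry, both of limma. They were TCA cycle, glyoxylate cycle with gluconeogenesis and C2/C3 carbon use, peroxisomal enzymes, peroxisome biogenesis, fatty acid and phospholipid biosynthesis, ergosterol biosynthesis, ammonia transport, oxidative phosphorylation and chaperones, after the paper's themes, and thiol redox enzymes, daughter-specific genes, histones, proteasome, iron uptake and cytosolic ribosomal proteins, for hypotheses.

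The genes named in the text are those the paper names for their transcripts and PNC1, the 5 largest changes in each direction at each age among genes past the threshold whose libraries do not overlap, the 3 leading genes of a list in the direction of the list, the 3 leading genes of the interaction in each direction, mating type and genotype markers, and the 3 largest transcript changes in each direction against the protein. This rule, the tests, the lists and the alternatives, apart from those named in the closing section as chosen later, were set before the data were examined. Genes outside the rule, chosen after their values were seen, are COX26, POT1, VPS71, PPN1, PEX32, SMF1, ACO1 and LSC2.

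The alternatives were a pseudocount of 1 or 50 PPM, no filter or a mean of at least 50 PPM, median-of-ratios scaling, each library left out in turn, the replicate number as a block, only the 6 libraries of an age, at least 2-fold, other genes for the clustering, fry, and other criteria for a gene found. Protein differences are the paper's, from its supplementary files. Supplementary file 2 was held only in part and not used here.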

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

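The tests of depth, abundant genes, scaling, single libraries and the change with age in this part were chosen only after the result was seen, and the regrouping of libraries before. In 37 transcripts the difference between oxidized and reduced cells was not the same at 48 and 72 hr (interaction in limma, Benjamini-Hochberg adjusted), 36 with a higher and 1 with a lower difference at 72 hr. Those named here are BTN2 (1.53, adjusted p = 1.6e-04 in limma), CPR6 (0.86, 0.035), CYC7 (1.79, 0.0024), HSP26 (0.89, 8.5e-04), HSP30 (0.78, 0.027), HSP42 (1.56, 4.9e-06), HSP82 (0.90, 0.0044), SIP18 (-0.83, 0.027), SSE2 (1.57, 0.0011), THI12 (1.25, 0.012) and ZPR1 (2.30, 1.9e-04), with the value on the log2 scale first. ZPR1 had a log2 fold change of -0.72 at 48 hr and 1.58 at 72 hr. The median of the 27 chaperone transcripts changed by 0.71 (adjusted p = 2.5e-13 with limma's camera and 1.8e-06 with fry), in the same direction for 26 of 27, with 8 past the threshold.

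Of these, 4 depended on single libraries in limma, and 3 of the 4 also on the pseudocount and the filter. CPR6 was lost without oxidized 48 hr replicate 1 (adjusted p = 0.16), reduced 48 hr replicate 1 (0.052), 2 (0.14) or 3 (0.10), oxidized 72 hr replicate 1 (0.099) or 3 (0.17) or reduced 72 hr replicate 1 (0.17). HSP30 was lost without oxidized 48 hr replicate 1 (0.12) or 2 (0.12), reduced 48 hr replicate 2 (0.075) or 3 (0.11), oxidized 72 hr replicate 1 (0.055), 2 (0.075) or 3 (0.14) or reduced 72 hr replicate 1 (0.20). SIP18 was lost without oxidized 48 hr replicate 1 (0.070), 2 (0.051) or 3 (0.065), reduced 48 hr replicate 2 (0.12) or 3 (0.082), oxidized 72 hr replicate 1 (0.099) or 2 (0.12) or reduced 72 hr replicate 1 (0.20) or 2 (0.093). THI12 was lost without oxidized 48 hr replicate 2 (0.055), reduced 48 hr replicate 2 (0.088) or oxidized 72 hr replicate 1 (0.056) or 3 (0.090), and it has near-identical copies (THI5, THI11, THI13) among which reads could be split. With a pseudocount of 1 PPM and without a filter the adjusted p-values from limma were 0.055 and 0.057 for CPR6, 0.055 and 0.090 for HSP30, and 0.079 and 0.088 for SIP18.

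Technical explanations were weighed first. With all libraries thinned to 90358 reads, a median of 24 of the 37 passed (20 to 27 in 10 draws), and all 37 kept their sign. Without the 18 most abundant genes, 32 of the 32 remaining ones passed, and under median-of-ratios scaling all 37 did. With a library left out, 22 to 33 of the 37 passed, 22 without oxidized 72 hr replicate 3, and all 37 kept their sign, so 1 mislabelled library did not account for them. Regrouping of the libraries could not decide: 5 of 100 groupings, the real one included, gave at least as many genes. The other 4 gave 41, 61, 38 and 52 genes, and all 4 kept the 3 reduced 72 hr labels. They mixed the ages of the oxidized libraries only. The age difference of the reduced cells, 111 transcripts in the real grouping, thus still entered their interaction. Whether the number comes from how the libraries are grouped stays open.

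A biological explanation that was tested is a fall with age in the reduced cells. From 48 to 72 hr the chaperone list had a median log2 change of -0.72 in reduced cells (adjusted p = 6.3e-21 with limma's camera, 3.3e-07 with fry), with 26 of 27 lower and 16 past the threshold. In oxidized cells it was 0.03 (adjusted p = 0.71 with limma's camera), with 14 of 27 higher, 13 lower and 0 past the threshold. With each library left out in turn the values were -0.76 to -0.70 and -0.07 to 0.05. For the list, though not for each gene in it, this matches a fall in reduced cells rather than a rise in oxidized ones. Harvest day and age cannot be separated, since no batch is given.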

How the results depend on the processing

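The criterion of a mean of at least 20 PPM for a gene found and, for comparisons other than those of oxidized and reduced cells at 1 age, the at least 2-fold criterion were chosen only after the result was seen, and all other alternatives before. No result reversed its direction when it was past the threshold.

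For the named genes, 2248 comparisons of an alternative with the reported value, other than libraries left out, had the same call, 39 lost it and 11 gained it. With a library left out 4019 kept the call, 162 lost it and 13 gained it. Of the 9 lists after the paper's themes, 121 comparisons were the same and 5 gained a call, and with a library left out all 216 were the same. Of the lists for hypotheses, 79 were the same, 4 lost and 1 gained a call, and with a library left out 137, 6 and 1.

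An at least 2-fold change left 104 of 184 transcripts at 48 hr and 280 of 459 at 72 hr. Applied after the data were seen, it left 203 of 567 for the averaged redox difference, 16 of 110 for the averaged age difference, 6 of 21 and 50 of 111 for age in oxidized and reduced cells and 29 of 37 for the interaction. Between 72 and 48 hr in oxidized cells a pseudocount of 1 PPM left 12 of 21. With libraries left out, the count at 48 hr was 103 to 189 (103 without reduced 48 hr replicate 1), at 72 hr 320 to 491, and for the averaged redox and age differences 452 to 550 and 74 to 114. For the interaction it was 23 to 47 (23 and 24 without oxidized 72 hr replicates 1 and 3). For age in oxidized cells it was 9 to 22 (11, 12 and 9 without oxidized 72 hr replicates 1, 2 and 3), and in reduced cells 61 to 127 (72 and 61 without reduced 48 hr replicates 2 and 3, and 68 without reduced 72 hr replicate 1). The cause was not tested beyond there being fewer libraries. Under median-of-ratios scaling the age comparison split into 3 higher and 13 lower in oxidized cells, against 8 and 13, and into 15 and 111 in reduced cells, against 27 and 84.

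The variance share of redox state was 17.3% and 25.1% with a pseudocount of 1 and 50 PPM and 25.3% with a mean of at least 50 PPM, against 20.2%, and with libraries left out 19.8% to 22.2%. That of age was 11.3% to 12.6% with libraries left out, highest without oxidized 48 hr replicate 2. The correlation of the redox differences at both ages, 0.37, was 0.31 and 0.47 with a pseudocount of 1 and 50 PPM, 0.31 without a filter, 0.47 with a mean of at least 50 PPM and 0.32 to 0.36 with libraries left out. The first split of the clustering followed redox state in every setting.

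Of the lists, 6 at 48 hr and 7 at 72 hr passed with limma's camera, 5 to 6 and 6 to 7 with libraries left out, and at 72 hr 11 with fry. Fry gave fatty acid and phospholipid biosynthesis 0.029 at 48 hr and 0.016 at 72 hr, and at 72 hr peroxisome biogenesis 0.018 and ergosterol biosynthesis 0.038, which a mean of at least 50 PPM brought to 0.039 with limma's camera. The cause was not tested. Of transcripts past the threshold 58.3% (7 of 12) had the direction of the protein at 48 hr, against 51.0% of all tested. With libraries left out it was 49.0% to 57.1% at 48 hr and 44.5% to 48.6% at 72 hr.

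The labels do not say whether same-numbered libraries came from the same culture. Their deviations from the group means had correlations of -0.03 to 0.02 over 6 pairs. Differently numbered libraries of an age had -0.01 to 0.02. These values show no pairing, but they cannot exclude it, since noise between replicates could hide it. With the number as a replicate block, 188 transcripts passed at 48 hr, 463 at 72 hr, 36 for the interaction and 571 for the averaged redox difference. Under the block the proteasome list at 72 hr had an adjusted p of 0.055 with limma's camera. The age comparisons cannot be estimated with 6 fixed blocks. The tests of edgeR and DESeq2 on whole reads were not run. Without a filter 147 and 415 transcripts passed at 48 and 72 hr, adjusted over 6308 genes. What depth limits is the level of weak genes, since 1 read was worth 4.15 to 11.1 PPM.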

Differences from the paper's values

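No test in this part was chosen only after the result was seen, except the criterion of a mean of at least 20 PPM for a gene found. The criterion for a difference, set before the data were examined, was more than 1.5 times for counts. With transcripts counted by adjusted p alone, no value that the paper states and that was also computed here met it. The paper describes its lists of differentially expressed transcripts as at least 2-fold. With that rule also applied here, its 91 and 297 transcripts higher in oxidized cells at 48 and 72 hr stood against 17 and 132. Its 79 and 223 higher in reduced cells stood against 87 and 148. All but the 79 against 87 met the criterion. Counting only genes 2-fold by the paper's own values, 27 against 17 met it and the other lists did not.

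The paper states no significant change of the HSP78 and SSE2 transcripts without naming the age. Neither passed at 48 hr, with log2 fold changes of 0.07 and 0.17, and both did at 72 hr, with 1.01 and 1.74 (limma, Benjamini-Hochberg). In Figure 8D their positions match the values of 48 hr.

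The paper excepts HRP1 from the transcripts that did not change. Here HRP1 had log2 fold changes of -0.92 at 48 hr (adjusted p = 0.15, limma with Benjamini-Hochberg adjustment) and -0.78 at 72 hr (0.18), and no setting called it. The paper's tables give HRP1 an FDR of 0.46 and 0.22.

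The paper gives carbon metabolism and TCA cycle activity as higher in reduced cells, from annotation of its differentially expressed transcripts. Here a list was tested, which is another measure. Of 16 TCA cycle transcripts tested, 10 were higher in reduced cells at 48 hr and 8 at 72 hr. The TCA cycle list did not pass with limma's camera at either age, nor with fry. The glyoxylate cycle list, kept apart from it and holding MDH2 and ICL1, had all 13 transcripts higher in reduced cells at both ages. Which genes the paper's annotation counted was not compared.

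The paper gives the numbers of genes found as 4949 in reduced and 5027 in oxidized cells. Above 0 in at least 1 library, the criterion set before the data were examined, there were 6188 in reduced and 6116 in oxidized cells, more than the paper's and in the reverse order of the 2 subpopulations. With a mean of at least 20 PPM, a criterion chosen after seeing the values, 4947 genes were found at 48 hr and 5025 at 72 hr, each 2 below the paper's number for reduced and for oxidized cells.

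Supplementary files 8 to 11 are described as holding changes of at least 2-fold. By the paper's own values 14 of 79, 64 of 91, 54 of 223 and 125 of 297 genes are below it. In the parts of Supplementary files 6 and 7 that were held, means below 20 PPM stand as 0, which left 226 fold changes at 48 hr and 193 at 72 hr without a number. The legend of Figure 8-figure supplement 2 describes such transcripts as present in 1 subpopulation only.

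The paper states a global trend shared by transcripts and proteins. Over its differentially expressed proteins the Pearson r here was 0.011 at 48 hr and -0.00062 at 72 hr. The paper's statement covers all proteins measured, which are not analysed here.

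The paper states an opposite behaviour of HSP30 transcript and protein at both ages. Its list of differentially expressed proteins at 72 hr does not hold Hsp30, so only the transcript was compared at that age.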

Other observations

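The tests of the ratio of both ages at equal depth, of the redox against the age difference and of the transcripts of the raised ribosomal proteins were chosen only after the result was seen, and the others in this part before.

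The paper's methods give the strain as MATα. The a-specific transcripts had a median of 59.6 PPM over 12 libraries (MFA1 540, MFA2 485, STE2 158, BAR1 59.6, AGA2 59.1, STE6 50.1, ASG7 19.9 PPM), and of the alpha-specific ones MF(ALPHA)1 had 51.7, STE3 20.2, SAG1 16.0 and MF(ALPHA)2 0.83 PPM. The windows of MFA1, MFA2, STE2, STE6, BAR1 and AGA2 overlap those of other genes, as do those of MF(ALPHA)1 and MF(ALPHA)2. Among these neighbours are CMI8 (362 to 532 PPM) for MFA1 and UBA1 (372 to 426 PPM) for STE6. Since the use of strand is not stated, part of the levels could come from neighbours. If it does not, the level of the a-specific transcripts is not that of a pure MATα culture. Whether the strain was of the a mating type instead, or both types were present, was not tested.

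A larger share of daughter cells in the reduced subpopulation would lower daughter-specific transcripts in oxidized cells. The list of 11 was higher there instead, by 0.33 at 48 hr (adjusted p = 0.022 with limma's camera, 0.22 with fry) and 0.58 at 72 hr (0.0016 and 0.018), with 0 and 1 of them past the threshold, both over all genes and adjusted over the list alone. At 48 hr it was lost with a mean of at least 50 PPM (0.075) and without oxidized 48 hr replicate 3 (0.053), reduced 48 hr replicate 1 (0.052) or replicate 3 (0.091). Histones, which would show dividing cells, had medians of -0.24 (0.54) and -0.067 (0.63, turning to 0.01 under scaling), with 0 and 1 of 10 past the threshold both over all genes and adjusted over the list alone, so no answer could be given.

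Ribosomal protein transcripts, 137 of them, had a median of -0.11 at 48 hr (adjusted p = 0.36 with limma's camera) and -0.071 at 72 hr (0.61, turning to 0.01 under scaling). Of them 103 and 95 were lower in oxidized cells, and 1 and 3 passed the threshold over all genes, all lower, and 1 and 2 adjusted over the list alone. At 72 hr the list passed as lower in oxidized cells without reduced 72 hr replicate 2 (median -0.18, adjusted p = 0.020 with limma's camera), and its median was 0.04 without reduced 72 hr replicate 3 (0.31). For the 21 and 15 ribosomal proteins that the paper lists as higher in oxidized cells, the mean transcript difference was -0.08 at 48 hr (upper 95% limit 0.19, and 0.24 under scaling) and -0.02 at 72 hr (0.27 and 0.33), below the paper's smallest protein differences of 0.29 and 0.34. If those are on a log2 scale, which the file does not state, the higher proteins did not arise wholly at the transcript, and a smaller part was not excluded. A higher oxygen consumption of the reduced cells was not mirrored by oxidative phosphorylation transcripts, which were higher in oxidized cells by 0.48 and 0.73.

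The thiol redox list of 33 had a median of 0.11 at 48 hr (adjusted p = 0.23 with limma's camera) and 0.03 at 72 hr (0.50), with 3 and 6 past the threshold and 4 and 6 adjusted over the list alone. The iron uptake list of 13 had 0.09 (0.54) and -0.33 (0.54, while fry gave 0.038), with 4 and 5 past it both ways. The proteasome list of 32 had -0.01 at 48 hr (0.59, turning to 0.06 under scaling, and tested as higher by camera) and -0.24 at 72 hr (0.037, and 0.0011 with fry), with 0 and 2 past it both ways. At 72 hr it was lost without oxidized 72 hr replicate 3 (0.18), reduced 72 hr replicate 2 (0.090) or replicate 3 (0.057), and under scaling (0.071).

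The libraries were also regrouped and the fit repeated. Within an age or a subpopulation the real grouping alone, 1 of 10, gave as many genes in all 4 comparisons. The largest of the other groupings gave 0 and 0 genes for oxidized against reduced cells at 48 and 72 hr, and 1 and 0 for age in oxidized and reduced cells. With 10 groupings the smallest possible share is 0.1, so these regroupings are too few to decide by their share. For the averaged redox difference it was 1 of 100 (next 238 genes) and for the averaged age difference 1 of 100 (next 43 genes).

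More transcripts differed at 72 hr than at 48 hr. Depth could do this, but with all libraries thinned to the same reads the ratio of both counts was 3.27 (2.94 to 4.36), with medians of 109.5 and 361.5 genes, so depth did not account for it.

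If oxidized cells carried the changes of older cells, the redox and age differences would rise together. Across genes their Pearson r was -0.34 (Spearman rho -0.31), against -0.34 to 0.17 in other groupings, with 1 of 100 as far from 0. Of 234 transcripts higher in oxidized cells 204 were lower at 72 hr, and of 333 higher in reduced cells 288 were higher at 72 hr. Both differences come from the same libraries.

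TRX1 had log2 fold changes of -0.25 at 48 hr (adjusted p = 0.67 in limma) and -0.78 at 72 hr (0.0072), lost without reduced 72 hr replicate 1 (-0.67, 0.079). PNC1 had 0.09 (0.87) and 0.38 (0.094), and passed only under median-of-ratios scaling (0.46, 0.029).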
